# Neutrophil extracellular traps released by CD177^+^ neutrophils aggravated inflammation and neuronal impairment post-SCI

**DOI:** 10.1186/s12964-025-02553-w

**Published:** 2025-12-07

**Authors:** Siming Dai, Ziyang Zheng, Chengxi Zhang, Ao Xue, Hao Liu, Yin Li, Shenyu Wang, Haofei Ni, Jiaxi Li, Siqi Li, Jian Chen, Guoyong Yin, Shujie Zhao

**Keywords:** Spinal cord injury, CD177, Neutrophils, Macrophages, Microglia, Neuroinflammation

## Abstract

Spinal cord injury (SCI) causes irreversible motor and sensory dysfunction. Initial mechanical injury breaches the blood-spinal cord barrier (BSCB), triggering a rapid influx of neutrophils. However, previous studies on neutrophils after SCI have been relatively limited, the function and heterogeneity of neutrophils need further study. Here, we identified 3 distinct neutrophil subclusters post-SCI using scRNA-seq in SCI mouse models. Additionally, elevated levels of CD177^+^ neutrophils may aggravate inflammation and neuronal impairment based on our data from SCI patients and mice models. Further in vivo and in vitro assays indicate that CD177^+^ neutrophils induce pro-inflammatory polarization of macrophages and microglia via neutrophil extracellular traps (NETs) formation in a peptidyl arginine deiminase 4 (PAD4) and reactive oxygen species (ROS)-dependent manner thus inducing neuronal apoptosis. Additionally, bone marrow transplantation from *Cd177* knockout (KO) to *Cd177* wild-type (WT) mice improved functional recovery post-SCI. These findings elucidate the role of CD177^+^ neutrophils in SCI-related inflammation and highlight their potential as therapeutic targets.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-025-02553-w.

## Introduction

 Spinal cord injury (SCI) is a devastating disease which causes irreversible motor and sensory system dysfunction [1]. After initial mechanical impairment, the infiltration of immune cells evokes a sustained inflammation response which exaggerates the damage by causing neuronal apoptosis, demyelination, and glial scar formation [2]. Therefore, therapies targeting immune inflammatory cascades can mitigate tissue damage and benefit the functional recovery of SCI.

After SCI, breakage of blood-spinal cord barrier (BSCB) triggers a rapid and massive influx of neutrophils in the injured areas and evokes the beginning of the immune microenvironment post-SCI [3]. Neutrophils, a polymorphonuclear leukocyte, have long been considered deleterious in injured tissue contexts given their characteristic functional features such as the production of reactive oxygen species (ROS) and release of proinflammatory cytokines [4]. However, previous studies have found that simply depletion of Ly6G/Gr-1 leukocytes worsens the neurological outcome of mice in SCI, indicating that neutrophils may have contract functions in the pathophysiological process of SCI [5]. Since infiltrating neutrophils consist of multiple subgroups, further investigation is required to articulate their heterogeneity.

CD177, also known as neutrophil-specific antigen B1 and polycythemia rubra vera 1, is a cell surface protein specifically expressed on a neutrophil subset [6]. CD177^+^ neutrophils have been reported to produce high levels of ROS and are prone to forming neutrophil extracellular traps (NETs) [7, 8]. NETs are huge web-like structures composed of decondensed chromatin and several cytosolic and granule proteins including histones, neutrophil elastase (NE), myeloperoxidase (MPO), and other antimicrobials [9, 10]. Recent studies point out that CD177^+^ neutrophils may aggravate inflammatory diseases such as inflammatory bowel disease and biliary atresia through NETs formation. However, insufficient research on NETs in SCI studies motivates us to investigate the mechanisms of NET production and their functional consequences in both experimental SCI models and patients.

Increasing evidence has shown that the altered cellular interactions in the immune microenvironment post-SCI are a key factor impeding functional recovery [11–13]. Recent research has indicated that neutrophils may also interact with circulating or resident immune cells, regulatinfg their function and differentiation [14–16]. However, very few studies have focused on the role of neutrophils in SCI models and their detrimental behavior was mainly highlighted as an effect or consequence of other treatments and conditions [17]. Consequently, a better understanding of the complex cellular interactions involving neutrophils in the immune microenvironment post-SCI is expected to have a positive impact on neurological recovery interventions.

In this study, we investigate the heterogeneity of infiltrating neutrophils post-SCI in mice models by scRNA-seq. We demonstrate that a neutrophil subcluster (marked as CD177^+^ neutrophils) differs from the so-called proinflammation neutrophils. Also, CD177^+^ neutrophils were elevated in peripheral blood in SCI patients and correlated with the severity of the injury. Furthermore, our data reveals that CD177^+^ neutrophils could induce the pro-inflammation polarization of macrophages and microglia by forming NETs in a peptidyl arginine deiminase 4 (PAD4) and ROS-dependent way. In addition, transplantation of bone marrow from *Cd177* knockout (KO) mice to *Cd177* wild-type (WT) mice leads to better functional recovery post-SCI. Overall, these data revealed a mechanism through which CD177^+^ neutrophils participate in modulating inflammation response and revealing the potential role of CD177^+^ neutrophils as prognosis and therapeutic targets in SCI.

## Materials and methods

### Mouse models

All animals used in experiments were male. Adult C57BL/6 mice (8 weeks) were purchased from the Animal Core Facility of Nanjing Medical University, Nanjing, China. *Padi4*^-/-^ mice (C57BL/6) were provided by Prof. Xu Wang (Jiangsu University, Zhenjiang, China). *Cd177*^-/-^ and *Cybb*^-/-^ mice were purchased from GemPharmatech Co. All of the mice were housed with no more than five animals per cage under pathogen-free conditions at an ambient temperature of 22–24 °C and humidity of 50–70% with a 12 h–12 h light-dark cycle before use. For the SCI model, a laminectomy was used to expose the spinal cord at T10 after anesthetizing the animal adequately as previously described [18]. Subsequently, a spinal cord impactor (68097, RWD, CA, USA) was used to create injuries by dropping a rod (weighing 5 g) onto the spinal cord from a height of 6.5 cm. A laminectomy (sham-operated) group without SCI damage was used as the control. To inhibit NET formation in vivo, Cl-amidine (20 mg/kg, HY-100574 A, MCE, China, i.p. once daily) and DPI (1 mg/kg, D2926, Sigma-Aldrich, USA, i.p. once daily) was given before surgery. All experimental animal protocols described in this study were approved by the Animal Care Committee of Nanjing Medical University.

### Behavioral assessment and MEP test

The motor function of mouse after SCI was assessed with Basso Mouse Scale (BMS) behavioral analysis, each mouse was trained before. Briefly, at 7, 14, 21, 28 days after surgery, all mice were placed in an open field individually and observed by two independent investigators and ranked based on ankle movement, hind limb joint movements, trunk position and stability, stepping coordination and paw placement. Catwalk gait analysis was also performed to verify the functional recovery. The CatWalk XT system and respective Catwalk XT 10.6 software (Noldus) were used for automated evaluation of footprints, basal motor behavior, and coordination as previously described [19]. To evaluate the recovery of nerve conductional function, an electrophysiological device (NDI-093) as used to assess MEP at 28 days after surgery. The latency and amplitude were recorded and analyzed.

### ScRNA-seq of immune cells after SCI and data analysis

Single-cell suspension from injured spinal cord of mice at 1, 3, 7 days after surgery were prepared as described above. After incubated with Fixable Viability Stain 780 (565388, BD), PerCP-Cy™5.5-conjugated anti-mouse CD45 (550994, BD), BV421-conjugated anti-mouse CD11b (562605, BD) for 30 min at 4 °C, immune cells were isolated by flow cytometry using BD FACSymphony A5 SORP. Then, immune cells (2 × 10^5^ cells/mL) were loaded onto microwell chip using the Singleron Matrix^®^ Single Cell Processing System. Barcoding Beads are subsequently collected from the microwell chip, followed by reverse transcription of the mRNA captured by the Barcoding Beads to generate cDNA. After PCR amplification, the amplified cDNA is then fragmented and ligated with sequencing adapters. The scRNA-seq libraries were constructed according to the protocol of the GEXSCOPE^®^ Single Cell RNA Library Kits (Singleron). Individual libraries were diluted to 4 nM, pooled, and sequenced on Illumina novaseq 6000 with 150 bp paired end reads.

Raw reads from scRNA-seq were processed to generate gene expression matrixes using CeleScope v1.9.0 pipeline. UMI counts and gene counts of each cell were acquired with featureCounts v2.0.1 software, and used to generate expression matrix files for subsequent analysis. Cells were filtered by UMI counts more than 30,000, gene counts less than 200 or more than 5,000, and mitochondrial content more than 20%. The results of ScRNA-seq were uploaded to the Gene Expression Omnibus (GEO) database under accession number GSE240727. To remove batch effect between samples, harmonypy (0.0.5) was used. Seurat v3.1.2 was used for dimension-reduction and clustering and UMAP algorithm was applied to visualize cells in a two-dimensional space. To identify differentially expressed genes (DEGs), the Seurat FindMarkers function based on Wilcox likelihood-ratio test with default parameters was used to select the genes expressed in more than 10% of the cells in a cluster and with an average log (Fold Change) value greater than 0.25 as DEGs. To investigate the potential functions of DEGs, the GO and KEGG analysis were used and pathways with p adj value less than 0.05 were considered as significantly enriched. The cell-cell interaction analysis was performed by CellPhoneDB v2.1.0 based on known receptor–ligand interactions between two cell types/subtypes.

### Isolation and stimulation of neutrophils

To isolate neutrophils from mouse bone marrows, Total bone marrow cells were harvested from tibias and femurs, filtered through a 40-µm cell strainer, and prepared for subsequent magnetically activated cell sorting (MACS). To isolate neutrophils from mouse lesion cores, single cell suspension from injured spinal cord was performed as previously described. Subsequently, a neutrophil isolation kit (Miltenyi Biotec, Gladbach, Germany) was used according to the manufacturer’s instructions after lysis of RBCs to isolate neutrophils from single cell suspension. Neutrophils from human peripheral blood were isolated by density gradient centrifugation using Polymorphprep (AS1114683, Axis-Shield, Dundee, UK) for 40 min at 400 g without brake. Then, cells were suspended in RBC lysis buffer (Biosharp, China) and washed in sterile PBS before use. Neutrophils were cultured at a density of 1 × 106 cells per ml in 1% RPMI1640 for 1 h before stimulated with PMA for 3.5 h at 37 °C. In some assays, to inhibit NET formation, PAD4 inhibitor Cl-amidine (10 µM, HY-100574 A, MCE, China) and ROS inhibitor DPI (25 µM, D2926, Sigma-Aldrich, USA) were added to pre-treat neutrophils. All culture plates and dishes were coated with poly-L-lysine (P4707, Sigma-Aldrich, USA) and washed for 3 times with sterile PBS before use.

### Isolation of CD177^+^ and CD177^-^ neutrophils

To isolate CD177^+^ neutrophils from human peripheral blood, neutrophils were isolated by density gradient centrifugation as shown above. After stained with primary anti-human CD177 antibody (551899, BD) and secondary donkey anti-mouse Alexa Fluor 488, anti-FITC MicroBeads (130-048-701, Miltenyi Biotec, Gladbach, Germany) were further used to isolate CD177 + neutrophils, and the left cells were considered as CD177^-^ neutrophils.

and BV421-conjugated anti-human CD177 (564240, BD). Cells were analyzed by flow cytometry (BD FACSymphony A5 SORP) and data analysis was assessed using the FlowJo software (V10.9.0).

### RNA sequencing and data analysis

Total RNA of macrophages and microglias was extracted after co-cultured with neutrophils isolated from lesion cores of *Cd177* KO or WT mice for 24 h. Total RNA was extracted from the collected samples using the Universal RNA Extraction CZ Kit (RNC643, ONREW) following the manufacturer’s protocol. RNA quantity was measured with a Qubit 4.0 Fluorometer (Invitrogen), and integrity was assessed by denaturing agarose gel electrophoresis. Next, cDNA was generated using VVAHTS^®^ Universal V8 RNA-seq Library Prep Kit for Illumina (NR605-0, Vazyme) and was purified with VAHTS DNA Clean Beads (Vazyme). The purified products were enriched with 12–15 cycles of PCR to create the final cDNA library and then sequenced on the Novaseq 6000 (Illumina) according to the manufacturer’s instructions. Differentially expressed genes (DEGs) with a fold change > 2 and p value < 0.05 were determined using DESeq2(v1.4.5). The RNA-seq results were uploaded to the GEO database with accession number GSE276427 and GSE276429. Gene set enrichment analysis (GSEA) was further performed to interpret the biological significance of pathways.

### Statistical analysis

Data are presented as mean ± SD (standard deviation) and the exact sample size (n) of each experiment is provided in Figure legends. Data with a normal distribution was analyzed using an unpaired two-sided t-test, one-way or two-way analysis of variance (ANOVA) with GraphPad Prism 8 (GraphPad Software, La Jolla, CA, USA). All tests are two-sided and differences between groups were considered statistically significant when P value < 0.05.

### Ethical approval

All procedures performed in studies involving human participants were in accordance with the ethical standards of the institutional and/or national research committee and with the 1964 Helsinki declaration and its later amendments or comparable ethical standards. Also, all applicable institutional and/or national guidelines for the care and use of animals were followed”.

## Main text

### Profiling of infiltrating neutrophils in mice by scRNA-seq after SCI

Early studies have revealed that the breakdown of BSCB triggers a rapid and massive influx of neutrophils in injured areas after SCI which peaked at 1 dpi (days post-injury), which were validated by flow cytometry (Figure. S1 A and B) and immunofluorescence (IF) staining (Figure. S1 C and D) [3, 20]. We also found that neutrophils were widespread in and around injured areas at 1 dpi and 3 dpi (Figure. S1C).

Growing evidence has shown that neutrophils possess greater functional diversity than previously appreciated and matter in tissue repairment as well [21, 22]. To better understand the heterogeneity of infiltrating neutrophils in mice post-SCI, scRNA-seq was performed to unbiasedly phenotype immune cell transcriptomes (Figure. S2A). After principal component analysis and graph-based cluster analysis (Figure. S2 B-D), we obtained a total of 10,798 neutrophils from 1 dpi (6354 cells), 3 dpi (3272 cells), and 7 dpi (1172 cells) tissue. After comparing gene expression patterns across all neutrophils at all time points, we identified 3 transcriptionally distinct subclusters: N1, N2, and N3 (Fig. 1 A-F). Besides, a combined volcano graph for gene expression in N1-3 cell subpopulations is shown in Figure S3A.

**Fig. 1:**
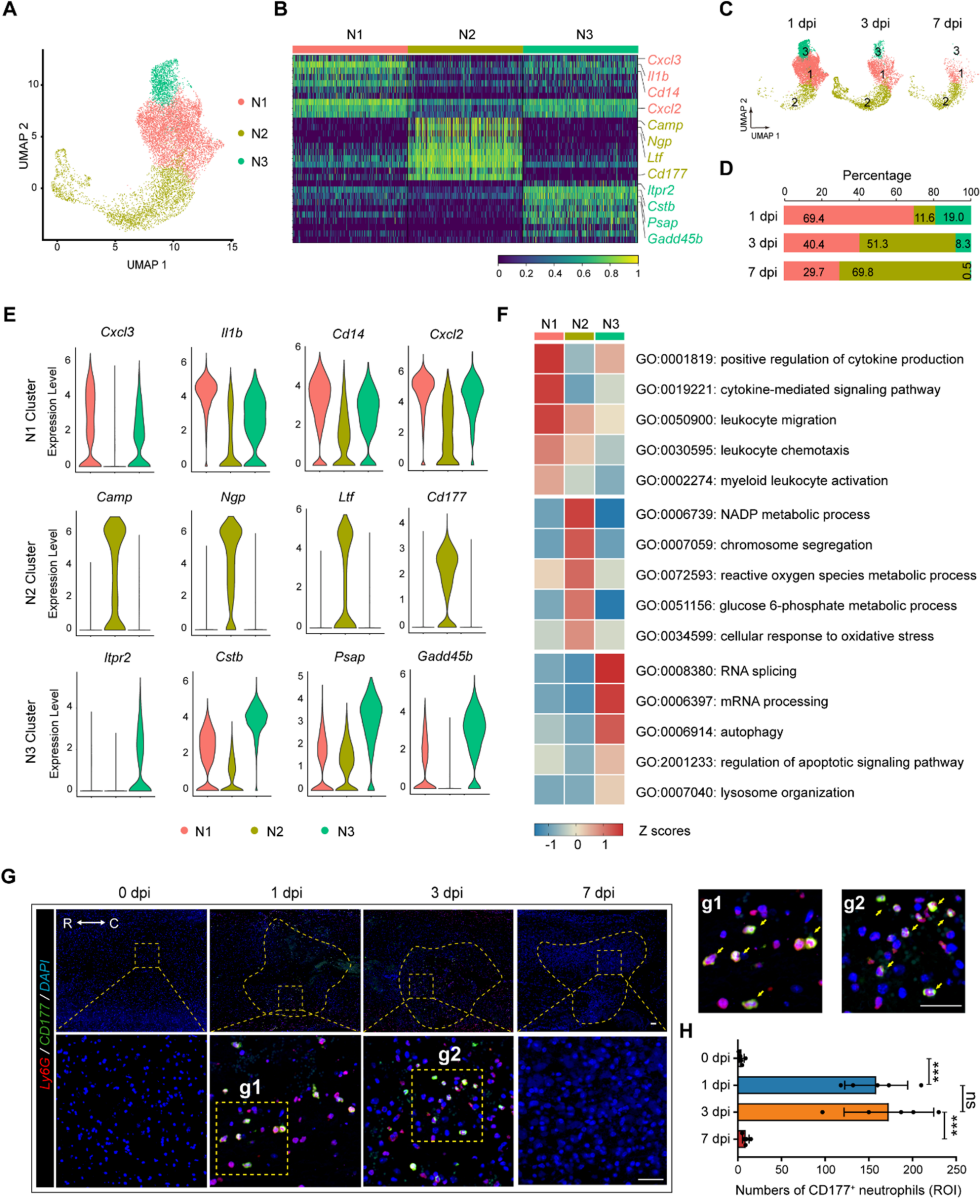
Identification of transcriptomic diversity in infiltrating neutrophils post-SCI at different time points by scRNA-seq.**A** Dimensionality reduction via UMAP of infiltrating neutrophils at 1, 3, and 7 days post-SCI. **B** Differential gene expression analysis showing the top 10 differentially expressed genes (DEGs) for individual clusters. **C** and **D** UMAP (**C**) or bar plot (**D**) showing the proportion of different clusters of neutrophils at varied time points. **E** Violin plot showing marker genes in individual clusters. **F** Representative biography process (BP) categories identified in GO analyses based on upregulated DEGs in each cluster. **G** and **H** Representative IF images (**G**) and quantification (**H**) of CD177^+^ (green) neutrophils infiltrating the injured areas at 1, 3, and 7 days post-SCI (*n* = 5). Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. All data are presented as means ± SD; ns indicates not significant, ***P < 0.001; One-way analysis respective p-values indicate of variance (ANOVA) test (**H**)

The N1 cluster was the predominant population at 1 dpi (69.4%) and rapidly decreased to 29.7% at 7 dpi (Fig. 1 C and D). This cluster was characterized by strongly expressed genes related to chemotaxis (*Cxcl3*, *Cxcl2*) and inflammation (*Il1b*, *Cd14*) (Fig. 1B, E, and F). This gene expression profile shared similitude with the so-called pro-inflammation phenotype which shows upregulated activity in inflammatory responses, cytokine production, and chemotaxis, indicating a potential role in the recruitment of circulating immune cells and the intensification of inflammatory responses (Figure. 1B, E and F) [23, 24].

The N3 cluster represented a minor subset (19.0%, 8.3%, and 0.5% of all neutrophils at 1, 3, and 7 dpi, respectively) and shared a similar trend as the N1 cluster (Fig. 1 C and D). Highly expression of the lysosome (*Cstb*, *Psap*) and apoptosis (*Itpr2*, *Gadd45b*) genes was observed in this cluster (Fig. 1B, E and F), and KEGG analysis predicted this subpopulation may undergo multiple forms of cell death (Figure. S3B).

We are particularly interested in the N2 subset, which was characterized by increased expression of *Camp*, *Ngp*, *Ltf*, and *Cd177* (Fig. 1B and E). After examining the expression patterns of several top-ranked cluster-specific genes in each cluster, we found that *Cd177* was highly expressed in the N2 cluster (Fig. 1E). Neutrophil subclusters of similar transcriptional features with cluster N2 in our study were observed in several diseases including stroke, myocardial infarction, and biliary atresia, and the elevation of these subpopulations is associated with worse outcomes [7, 21, 25]. GO analysis further indicated increased ROS generation and NADP metabolism in this cluster (Fig. 1 F). Hence, we marked Cluster N2 neutrophils as CD177^+^ neutrophils. Moreover, CD177^+^ neutrophils showed an expanding share in the infiltrating neutrophils post-SCI (from 11.6% at 1 dpi to 69.8% at 7 dpi). Besides, we performed IF staining using antibodies against CD177 and validated the presence of the CD177^+^ neutrophils in vivo at 1,3 and 7 dpi (Fig. 1G and H).

Altogether, our scRNA-seq data revealed three distinct subclusters, and the CD177^+^ neutrophils may participate the pathophysiological process of SCI.

### Elevated circulating CD177^+^ neutrophils predict worse neurological outcomes in SCI patients

After uncovering the existence of accumulating CD177^+^ neutrophils in mice post-SCI, we then sought to Figure out whether this trend also existed in SCI patients. We detected the percentage of CD177^+^ neutrophils in the peripheral blood of SCI patients (*n* = 47) and the control group (*n* = 33) using flow cytometry (Figure. S4 A and B). As shown in Fig. 2 A and B, the proportion of CD177^+^ neutrophils of total circulating neutrophils elevated in SCI patients compared with healthy donors, which indicates a potential relationship between CD177^+^ neutrophils and SCI. Additionally, neuron-specific enolase (NSE), a neuronal injury marker, was upregulated in peripheral blood post-SCI (Fig. 2 C). Significantly, peripheral NSE levels correlated with the share of circulating CD177^+^ neutrophils in SCI, while no obvious correlation was observed in the control group (Fig. 2D and E). These results suggested that the accumulation of circulating CD177^+^ neutrophils might connect with the neuronal damage in SCI.

**Fig. 2:**
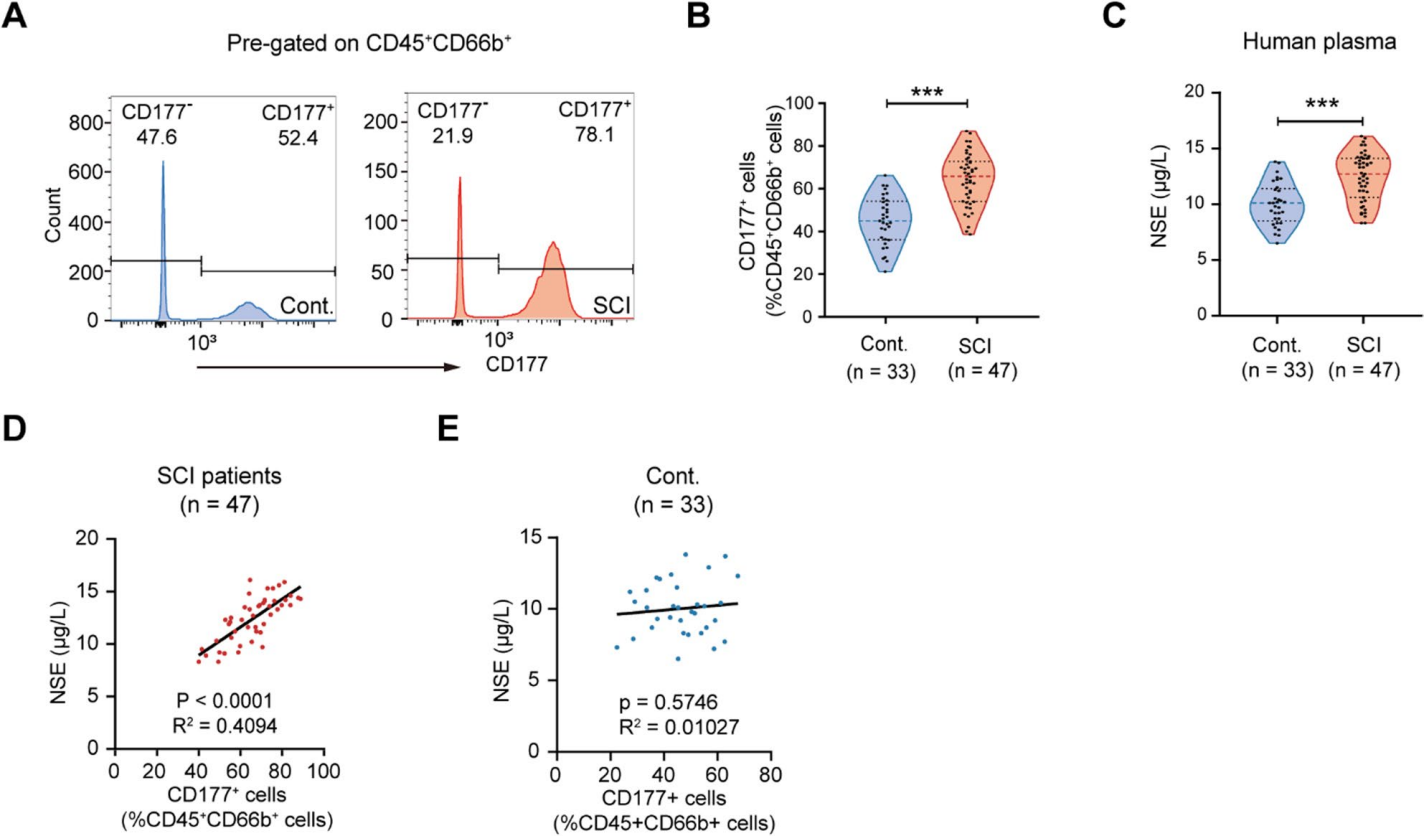
Increased CD177 + neutrophils correlated with exacerbated neurological injury in SCI patients. **A** and **B** Representative flow cytometry analysis (**A**) and quantification (**B**) of the percentage of circulating CD177 + neutrophils from SCI patients (*n* = 47) and healthy donors (*n* = 33). **C** Quantification of NSE levels in plasma from SCI patients (*n* = 33) and healthy donors (*n* = 33). **C** and **D** Correlations of proportions of circulating CD177 + neutrophils with plasma NSE levels in SCI patients (**C**) and healthy donors (**D**). ***P < 0.001; Unpaired two-sided Student’s t-test (**B** and **C**), Pearson correlation coefficient analysis (**C** and **D**)

### *Cd177* knockout impaired functional recovery post-SCI

The *Cd177* knockout (*Cd177* KO) mice were used to further define the role of CD177 in the functional recovery post-SCI. There was no apparent difference in the open-field locomotion test between the two mouse groups before SCI according to the Basso Mouse Scale (BMS) Scale. In contrast, the functional score of *Cd177* KO mice was notably superior to that of *Cd177* wild-type (*Cd177* WT) mice beginning at 7 dpi (Fig. 3 A and B). Also, *Cd177* KO mice demonstrated better motor coordination and balance abilities with longer retention times in rotarod tests (Fig. 3C). Moreover, gait analysis showed similar results using an automated catwalk gait analysis system. As revealed in Fig. 3D, while *Cd177* WT mice failed to show any hind paw placement after SCI at 28 dpi, the functional restoration of *Cd177* KO mice can be quantified by several parameters such as the area of hind paw footprints. Also, stride length, the base of support (BOS), and the regularity index were measured, indicating a better functional recovery of *Cd177* KO mice (Fig. 3E and F, Figure. S5 J and K). Next, we conducted motor-evoked potentials (MEPs) analysis at 28 dpi to examine the function of descending pathways from the motor cortex to the hindlimb motor neurons. In the *Cd177* KO sham and *Cd177* WT sham groups, similar typical waveforms of MEPs and latency were recorded (Fig. 3G). After SCI surgery, the MEPs were mostly abolished while the *Cd177* KO group presented a larger amplitude and lower latency compared to the *Cd177* WT group, indicating a better restoration of descending motor pathways after genetic disruption of *Cd177* (Fig. 3H and I).

**Fig. 3:**
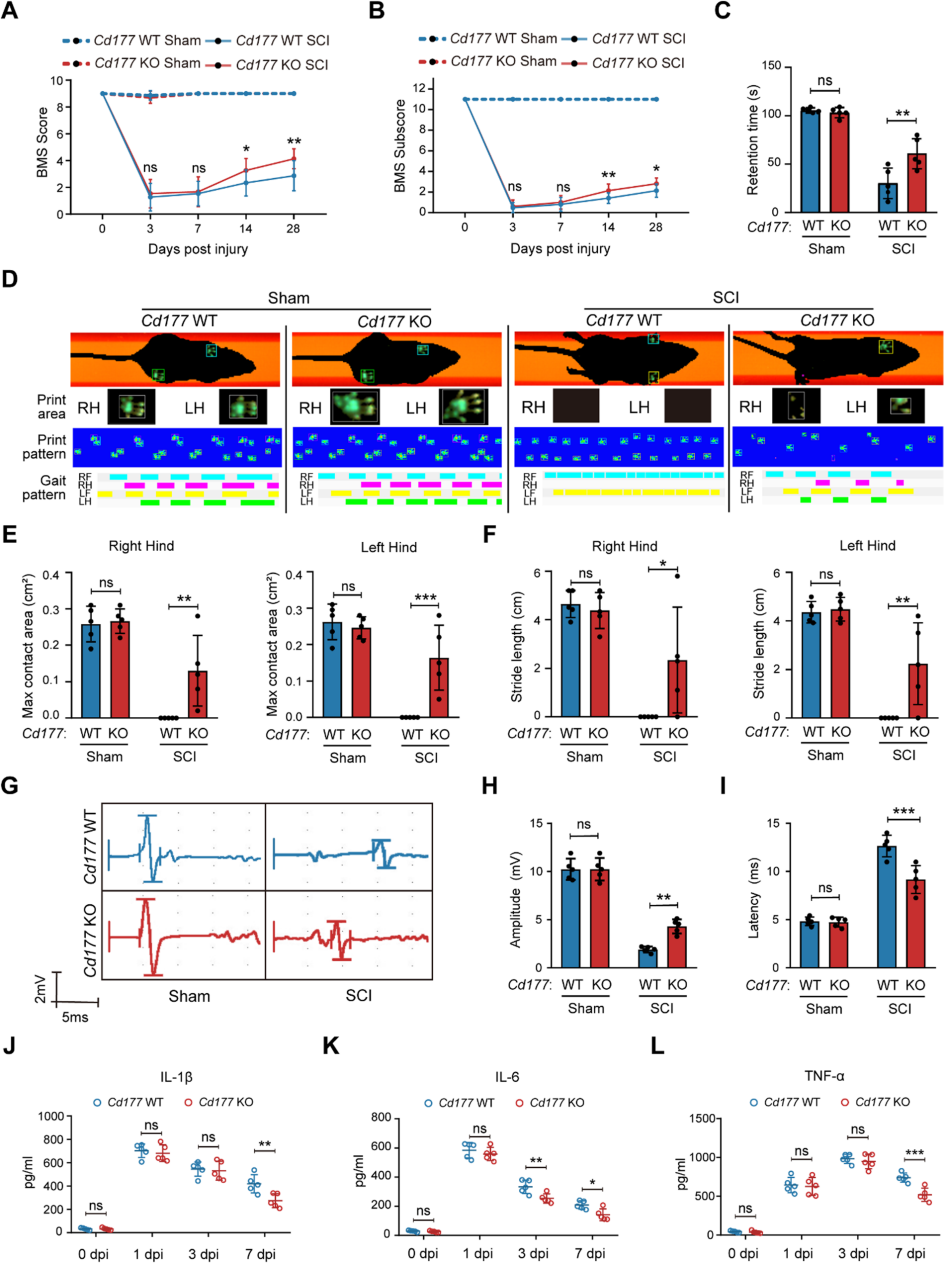
Elevated CD177^+^ neutrophils hindered functional recovery post-SCI. **A** and **B** Statistical analysis of the Basso Mouse Scale (BMS) scores in the Cd177 WT and KO groups over a 28-day period (*n* = 15). **C** Statistical analysis of the rotarod test in the *Cd177* WT and KO groups at 28 dpi (*n* = 5). **D** Representative images showing the maximal print area of left (LH) and right (RH) hind paws, print- and gait pattern (LF = left front paw, RF = right front paw; LH = left hind paw; RH = right hind paw) of Catwalk analysis from the *Cd177* WT and KO groups. Catwalk gait analysis was performed after the final BMS testing at 28 dpi (*n* = 5). **E **and** F** Statistical analysis of Catwalk analysis results (*n* = 5): evaluation of maximal contact paw print area (**E**), stride length of both hind paws (**F**). **G-I** Representative images (**G**) and statistical analysis (**H and I**) of MEP tests of hind paws in the *Cd177* WT and KO groups at 28 dpi (*n* = 5). **J-L** Cytokines related to inflammation in the injured area including IL-1β (**J**), IL-6 (**K**), and TNF-α (**L**) were measured over 7 days post-SCI (*n* = 5). All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Two-way repeated measurement ANOVA followed by Turkey post-hoc test (**A** and **B**), One-way ANOVA test (**C**, **E**, **F**, **H** and **I**), or Two-way ANOVA test (**J**-**L**)

Numerous studies have emphasized the role of neutrophils in the inflammatory response, we hence detected the levels of inflammatory factors in the injured areas after the knockout of *Cd177* [4, 10, 14]. As shown in Fig. 3 J-L, the cytokines levels including IL-1β, IL-6, and TNF-α were significantly decreased in the injured areas of *Cd177* KO mice compared to *Cd177* WT mice at 7 dpi while there was no obvious difference in early timepoints. In line with this, mRNA concentrations of inflammatory cytokines declined in injured areas from *Cd177* KO mice at 7 dpi (Figure. S5 A-C). We then chose 7 dpi as time points to detect inflammation levels based on previous studies and our results. Meanwhile, we measured the number of prime infiltrating immune cells including neutrophils and monocytes by immunohistochemistry and found that *Cd177* knockout did not affect them in number (Figure. S5 D-I). In summary, these results indicated that CD177 hinders the recovery of function post-SCI and may affect inflammatory response post-SCI.

### CD177^+^ neutrophils are essential for SCI-induced NET formation

To further identify the function of CD177^+^ neutrophils in the pathophysiological process of SCI, a KEGG pathway analysis was performed based on the scRNA-seq data. As indicated in Figure. S3B, the NET formation pathway was significantly upregulated in CD177^+^ neutrophils. GSEA analysis also validated the enrichment (Fig. 4 A). We then tried to Figure out whether NETs exist in the SCI microenvironment by using a special NET marker CitH3. As displayed in Fig. 4B, the expression of CitH3 in the injured area increased post-SCI and mostly peaked at 3 dpi. Similarly, IF staining validated this trend and revealed that CitH3 was mostly colocalized with CD177^+^ neutrophils, which indicated that CD177^+^ neutrophils may participate in NET formation in SCI (Fig. 4 C and D).

**Fig. 4:**
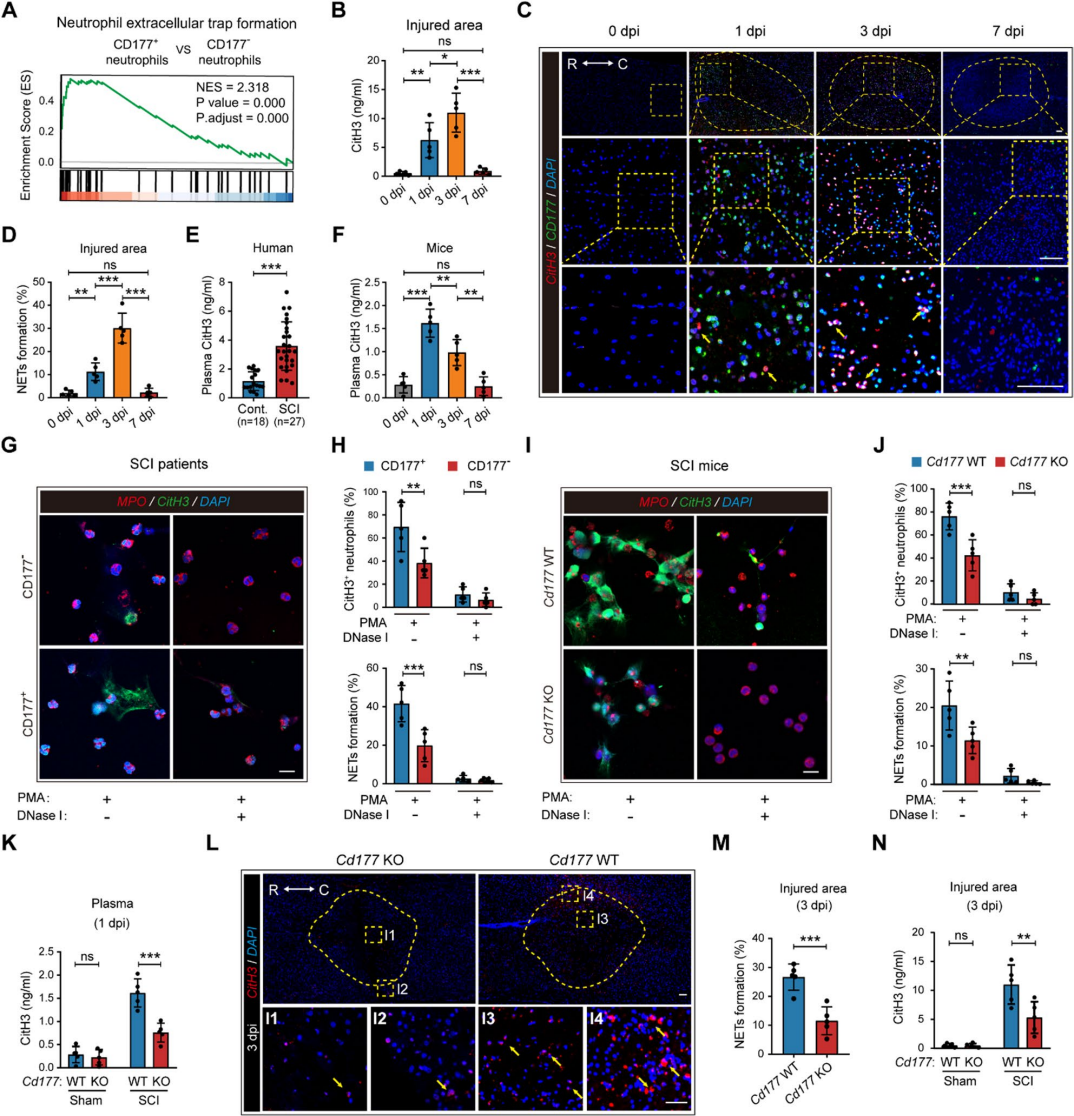
CD177^+^ neutrophils possessed higher NETs formation ability post-SCI. **A** Gene set enrichment analysis (GSEA) showing the distribution of genes in the NETs formation pathway of CD177^+^ and CD177^−^ neutrophils based on the scRNA-seq data. **B** Changes of NET marker CitH3 levels in the injured area of mice were measured over 7 days post-SCI (*n* = 5). **C** and **D** Representative IF images (**C**) of infiltrating CD177^+^ (green) neutrophils with NETs release (red) and quantification (**D**) of NETs formation in the injured areas of mice over 7 days post-SCI (*n* = 5). Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. (**E**) Plasma CitH3 levels in healthy donors (*n* = 18) and SCI patients (*n* = 27) were measured and indicated NETs formation in circulation post-SCI. **F** Changes in plasma CitH3 levels of mice were measured over 7 days post-SCI (*n* = 5). **G** and **H** Confocal microscopy images (**G**) of circulating CD177^+^ and CD177^−^ neutrophils from SCI patients stimulated with PMA before treatment of DNase I which degrades NETs and quantification (**H**) of NETs formation in each group. Neutrophils are identified by MPO (red), NETs are labeled by CitH3 (green), and nuclei are stained with DAPI (blue). Scale bar = 20 μm. Results in (**G**) were confirmed in 5 independent experiments using cells from different patients. **I** and **J** Representative confocal microscopy images (**I**) of circulating neutrophils (red) and NETs release (green) from *Cd177* WT or KO mice stimulated with PMA before treatment of DNase I. Scale bar = 20 μm. Quantification of NETs formation in each group was presented in (**J**), *n* = 5. **K** Plasma CitH3 levels of *Cd177* WT and KO mice were measured at 1 dpi (*n* = 5). **L**-**N** The amount of NETs formation in the injured area between *Cd177* WT and KO mice was compared by IF staining (**L** and **M**) of NETs structures (red) and CitH3 levels (**N**) at 3 dpi (*n* = 5). Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Unpaired two-sided Student’s t-test (**E** and **M**), One-way ANOVA test (**B**, **D**, and **F**), or Two-way ANOVA test (**H**, **J**, **K**, and **N**)

We then tested whether NETs presented in the circulation of SCI patients and SCI mice model. Elevating levels of circulating CitH3 were detected in the plasma of SCI patients at 1 dpi compared to the control group (Fig. 4E). Consistently, plasma CitH3 levels in SCI mice peaked at 1 dpi and gradually returned to normal at 7 dpi (Fig. 4 F). We then isolated circulating neutrophils from SCI mice at 1 dpi and incubated them with or without NETs activator phorbol myristate acetate (PMA) stimulation. As revealed in Figure. S6 A and B, either unstimulated or PMA-stimulated neutrophils from SCI mice showed an obvious increase in CitH3^+^ neutrophils and NET formation, indicating that circulating neutrophils under SCI condition have been primed to undergo NETosis. Similarly, circulating neutrophils isolated from SCI patients also showed higher ability in NET formation compared to the control group (Figure. S6 C and D). To further investigate the connection between elevating circulating CD177^+^ neutrophils and enhanced NETosis in the peripheral blood after SCI, we isolated CD177^+^ and CD177^-^ neutrophils from the peripheral blood of SCI patients at 1 dpi and stimulated with PMA. More NETs formation was observed in CD177^+^ neutrophils and there was no obvious difference in the DNase I treated group (Fig. 4G and H).

We further investigated whether CD177 accounts for the distinctions in SCI-induced NET formation. As revealed in Fig. 4 K, *Cd177* knockout led to decreased plasma CitH3 expression in SCI mice at 1 dpi, while there was no obvious difference in the sham group. Also, compared with the *Cd177* WT group, isolated circulating neutrophils in the *Cd177* KO group showed significantly declined CitH3^+^ neutrophils and NET formation after being stimulated with PMA post-SCI (Fig. 4I and J). Furthermore, we found that genetic disruption of *Cd177* contributes to less NET formation in the injured area (Fig. 4 L and M). In line with this result, levels of CitH3 in the injured area decreased in *Cd177* KO mice compared to *Cd177* WT mice after SCI (Fig. 4 N). In summary, these data revealed that CD177, a receptor on neutrophils, is vital for SCI-induced NET formation.

### SCI-induced CD177^+^ neutrophils’ NETosis is dependent on PAD4 and ROS

Next, we intended to elucidate the in-depth mechanism by which CD177^+^ neutrophils undergo NETosis. Several studies have pointed out that NET formations initiate with elevated cytoplasmic ROS generated by NADPH oxidase (mainly nicotinamide adenine dinucleotide phosphate oxidase 2, NOX2/CYBB) or calcium-induced mitochondrial ROS release. Next, granule proteases (mainly MPO and NE) translocation and PAD4-mediated histone citrullination lead to the disassembly of nuclear envelope, chromatin decondensation, and DNA release [9, 26, 27]. However, NETosis triggered by different stimulus can rely on part of the pathways mentioned above [28–30]. Therefore, we detected critical genes related to NET formation based on former studies. As shown in Figure. S3C, *Cybb* and *Padi4* were significantly expressed in CD177^+^ neutrophils. Also, by comparing biological processes (BPs) of CD177^+^ neutrophils with CD177^-^ neutrophils, we found that NADP metabolic process and ROS metabolic process were enhanced in CD177^+^ neutrophils (Fig. 5 A). We then isolated circulating CD177^+^ and CD177^-^ neutrophils from SCI patients at 3 dpi and measured the ROS production using flow cytometry. As displayed in Figure. S6 E and F, CD177^+^ subsets showed increased intracellular ROS levels compared to CD177^-^ subsets. Identically, *Cd177* knockout reduced ROS levels of circulating neutrophils post-SCI (Fig. 5B and C). Moreover, the tissues in the injured area from SCI mice at 3 dpi manifested a significantly increased expression of CitH3 and PAD4 measured by western blotting (WB) (Fig. 5D).

**Fig. 5:**
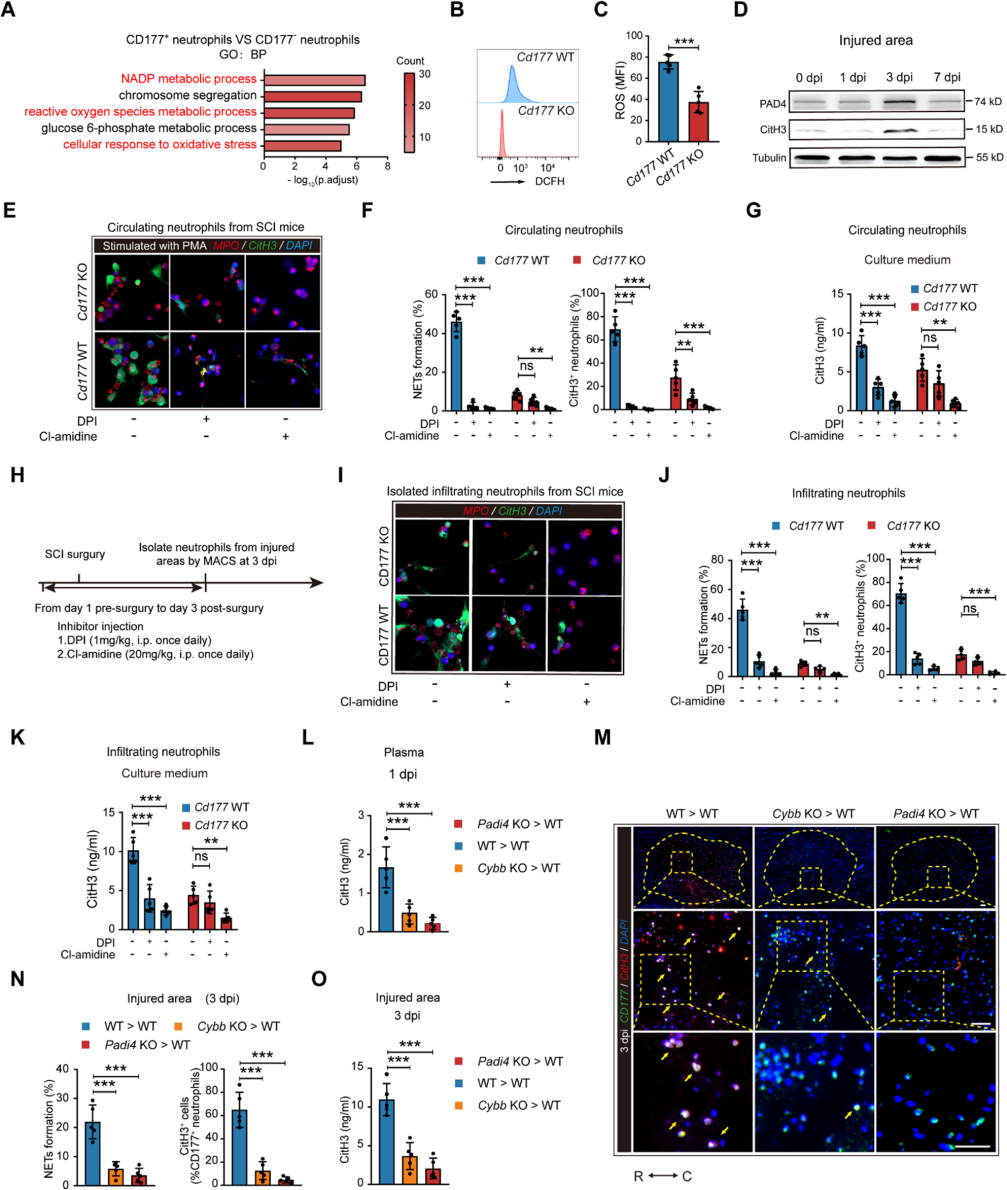
Elevated NETs formation in CD177^+^ neutrophils induced by SCI was dependent on ROS and PAD4. **A** Representative biography process (BP) categories identified in GO analyses based on upregulated DEGs in CD177^+^ and CD177^−^ neutrophils. **B** and **C** Representative histograms (**B**) and statistical analysis (**C**) measuring ROS production in circulating neutrophils from *Cd177* WT and KO mice at 1 dpi (*n* = 5). **D** Changes of PAD4 and CitH3 levels were measured via western blotting over 7 days post-SCI. **E-G** The inhibitory effects of DPI and Cl-amidine on circulating CD177^+^ neutrophils’ NETs formation were confirmed in *Cd177* WT and KO mice at 1 dpi through IF staining (**E**) and detection of CitH3 levels in CM (**G**). Scale bar = 20 μm. Quantification of NETs formation in each group was presented in (**F**), *n* = 5. **H **Experimental design diagram showing inhibitor injection and isolation of infiltrating neutrophils at 3 dpi. **I-K** The inhibitory effects of DPI and Cl-amidine in vivo were tested by detecting NETs formation in infiltrating neutrophils by IF staining (**I** and **J**) and ELISA (**K**). Scale bar = 20 μm, *n* = 5. **L-O** Experimental overview: Bone marrow from WT, *Cybb* KO, and *Padi4* KO mice were transplanted to WT recipients. NETs formation in different groups was measured by IF staining (**M** and **N**) of CD177 (green) and CitH3 (red) double-positive cells in the injured area, CitH3 levels in the plasma (**L**) and lesion (**O**), *n* = 5. Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Unpaired two-sided Student’s t-test (**C**), One-way ANOVA test (**L**-**O**), or Two-way ANOVA test (**F**, **G**, **J** and **K**)

To further investigate the consistency between elevated intracellular ROS production, PAD4 levels, and NETs formation in CD177^+^ neutrophils post-SCI, we pre-treated isolated circulating CD177^+^ neutrophils from SCI patients with Cl-amidine (a PAD4 inhibitor) or DPI (an NADPH oxidase inhibitor) prior to PMA stimulation. All inhibitors decreased NETosis as confirmed by IF staining of NET structures and CitH3 levels in the culture medium evaluated with ELISA (Figure. S6 G-I). Similarly, isolated circulating neutrophils from SCI mice at 1 dpi showed decreased NET formation after inhibitor treatment while *Cd177* knockout led to a decline in inhibitor function, highlighting the critical roles of PAD4 activation and ROS generation in NET formation by CD177^+^ neutrophils (Fig. 5E-G). After investigating the dispensable roles of PAD4 and ROS in SCI-induced CD177^+^ neutrophils’ NETosis, we then estimated the effect of these inhibitors in vivo. We pre-treated mice with Cl-amidine or DPI before SCI surgery and isolated infiltrated CD177^+^ neutrophils in the injured area at 3 dpi for subsequent tests (Fig. 5 H). As revealed in Fig. 5I-K, we observed a significant reduction in both NET markers and NET structures in isolated neutrophils from inhibitor-treated *Cd177* WT mice. However, compared with the *Cd177* WT group, there was no obvious decreased NET formation in the *Cd177* KO group after DPI injection.

Moreover, to confirm the hypothesis that ROS and PAD4-mediated NET formation explains CD177^+^ neutrophils’ NETosis after SCI, we then transplant bone marrow (BM) from WT, *Cybb* KO, or *Padi4* KO mice into WT mice and perform SCI surgery 4 weeks after transplant. In line with our hypothesis, depletion of these genes contributed to decreased NET formation both in circulation and injured areas determined by ELISA analysis and IF staining (Fig. 5 L-O). In summary, these results indicated that SCI-induced CD177^+^ neutrophils’ NETosis relied on a ROS and PAD4-dependent way.

### CD177^+^ neutrophils regulate macrophages and microglia toward a pro-inflammatory phenotype

Next, we sought to explain the way CD177^+^ neutrophils participate in the inflammation response of SCI. As shown in Figure. S7A, no significant enrichment of inflammatory response-associated BPs was observed in the N2 cluster (CD177^+^ neutrophils) compared to the N1 and N3 cluster. We then harvest spinal cords from *Cd177* WT and *Cd177* KO mice at 1 dpi and uncover no obvious distinction of inflammatory genes except for *Il1b* at transcription level (Figure. S7 B). Also, SCI group showed increased release of cytokines while no significant difference was observed between the *Cd177* WT and KO groups (Figure. S7 C-E). These data suggested that CD177^+^ neutrophils themselves are rarely involved in the release of inflammatory factors and there might be other immune cells participating in the inflammatory environment formation.

Cellular interactions based on the scRNA-seq data were performed and the data revealed macrophages and microglia were closer interaction between CD177^+^ neutrophils (Fig. 6 A). The physical proximity between CD177^+^ neutrophils and macrophages/microglia were then confirmed by IF staining (Fig. 6B). Furthermore, integrated analysis of scRNA-seq data (Figure. S8A) and IF staining (Figure. S8B and C) revealed low *Cd177* expression in macrophages/microglia, with correspondingly absent or minimal protein levels. In addition, LPS stimulation experiments conducted on macrophages/microglia derived from both *Cd177* WT and KO models demonstrated no statistically significant differences in inflammatory responses between the two groups, as illustrated in Figure S8D-G. These findings suggest that CD177 may not directly regulate inflammatory processes in macrophages and microglia. Furthermore, we adopted a direct co-culture system to investigate the influence of CD177^+^ neutrophils on macrophages or microglia post-SCI (Figure. S9A). Neutrophils were isolated in injured lesions at 3 dpi from *Cd177* KO or WT mice and co-cultured with BMDMs or microglia derived from *Cd177* WT mice for 24 h respectively (Fig. 6 C and Figure. S9B). 

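RNA-seq values of 6 libraries of bone marrow-derived macrophages (BMDMs, macrophages grown from bone marrow cells in culture) were analysed, 3 labelled as co-cultured for 24 h with *Cd177* WT neutrophils and 3 labelled as co-cultured with *Cd177* KO neutrophils, both taken from the lesion at 3 dpi. The microglia were not analysed here. According to the sample labels, BMDMs were separated from the neutrophils by sorting Ly6G-negative cells before RNA extraction. The labels name another RNA extraction reagent, library kit and sequencer than the methods do. The authors deposited FPKM (fragments per kilobase of transcript, scaled to the total of the library) for 55335 mouse Ensembl genes in each library. The paper's text does not name the aligner, the annotation or the genome build. The values carry no read counts. In genes with 1 annotated transcript, FPKM multiplied by transcript length piled up at multiples of one step per library, although only 39.7% to 43.5% of the low values lay within 0.1 of a whole multiple, against 20% by chance. If one step is one fragment, the depth was about 19000000, 18100000 and 18000000 fragments in WT replicates 1, 2 and 3 and about 17600000, 20300000 and 18400000 fragments in KO replicates 1, 2 and 3. The step was sought only in one fixed range, so these depths could not have come out far apart. The FPKM columns had a median sum of 305500 in the libraries labelled WT and 308973 in those labelled KO and were used without further scaling between libraries. Genes with a mean of at least 0.5 FPKM over the 6 libraries, 13367 in all, were tested with limma on log2(FPKM + 0.5), a scale that understates the change of low genes. A value of 0 can be a failed estimate, because *Qser1* is listed at 0 in WT replicate 3 and between 2.91 and 4.14 FPKM in the other libraries.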

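*Cd177* itself (ENSMUSG00000052212, chromosome 7 from 24743983 to 24760311 in GENCODE M21, GRCm38, the annotation used here for gene names and positions) had 0.544, 0.309 and 0.521 FPKM in the libraries labelled WT and 1.79, 1.84 and 2.28 FPKM in the libraries labelled KO. Its log2 fold change was 1.37 (standard error 0.16, adjusted p = 0.000827 from limma with Benjamini-Hochberg adjustment). The sequenced BMDMs came from *Cd177* WT mice and the knockout lay in the neutrophils, so this gene does not check the genotype of the sequenced cells, but its level ran against the group labels. Directions are therefore given between libraries as labelled. Across the tested genes, Pearson correlations lay between 0.967 and 0.985 within the libraries labelled WT, between 0.977 and 0.984 within those labelled KO and between 0.905 and 0.917 across the groups. The first principal component held 70.8% of the variance and separated the groups, and the second held 13.5% and set replicate 3 of each group apart from replicates 1 and 2.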

RNA sequencing (RNA-seq) uncovered that compared with their control counterparts, BMDM or microglia co-cultured with isolated *Cd177* KO neutrophils both showed down-regulation of many inflammation response genes (Fig. 6D and Figure. S9C). Additionally, GSEA analysis further verified the above results (Fig. 6E and Figure. S9D). 

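Of the 23 genes shown for BMDMs in Fig. 6D, 21 reached the mean of 0.5 FPKM. With limma and Benjamini-Hochberg adjustment over all tested genes, 17 of them were lower and 3 were higher in the libraries labelled KO at an adjusted p-value under 0.05. Adjusted over the list alone, 18 were lower and 3 were higher. The study chose this list on these libraries, so neither count is independent evidence, the one adjusted over the list alone included. The filter moved this count most, and with a mean of at least 5 FPKM required only 7 of the genes were tested and 6 were lower.
*Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) fell from 8.75 ± 1.44 FPKM (SD, n = 3) in the libraries labelled WT to 0.566 ± 0.068 FPKM (SD, n = 3) in those labelled KO, a log2 fold change of -3.11 (standard error 0.14, adjusted p = 1.27e-05 from limma). *Osm* (ENSMUSG00000058755, chromosome 11 from 4236420 to 4241026) fell from 27.9 ± 1.26 to 3.66 ± 0.476 FPKM (SD, n = 3 each), with a log2 fold change of -2.77 (standard error 0.11, adjusted p = 8.23e-06 from limma). *Il6* (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) had 4.17, 5.12 and 3.92 FPKM in the libraries labelled WT and 0.0934, 0.0756 and 0.193 FPKM in those labelled KO, with a log2 fold change of -2.98 (adjusted p = 2.06e-05 from limma). *Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) fell less, from 16.7 ± 1.92 to 7.70 ± 0.571 FPKM (SD, n = 3 each), with a log2 fold change of -1.06 (adjusted p = 0.00051 from limma). *Tnfsf4* had 1.08, 1.35 and 0.574 FPKM in the libraries labelled WT and was listed at 0 in all 3 labelled KO. *Il18*, *Lifr* and *Tnfrsf13b* were the genes that rose, with log2 fold changes of 1.17, 1.37 and 1.85 (adjusted p = 0.00197, 0.0139 and 8.48e-05 from limma). Without KO replicate 1 the adjusted p-value of *Lifr* was 0.0528. *Tnfrsf9* was lower with a log2 fold change of -0.61 and did not pass after adjustment over all genes (adjusted p = 0.054 from limma). Without WT replicate 3 its adjusted p-value was 0.00715. *Il1r2* and *Tnfrsf8* lay under the filter. A permutation of 3 libraries against 3 cannot give a p-value below 0.1. From the lower values in this heatmap and in the microglia, the paper states that many inflammation response genes were down-regulated by co-culture with *Cd177* KO neutrophils.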

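The composition of the gene set in Fig. 6E is not given in the paper's text, so another list of 131 inflammatory response genes was used in its place. Of these, 113 were tested in BMDMs, 87 lower and 26 higher in the libraries labelled KO, with a median log2 fold change of -0.87 while the median of all tested genes was 0.19. In 68 genes the fall, and in 14 the rise, had an adjusted p-value under 0.05 in limma. The set stood below the other tested genes (camera of the limma package with a preset inter-gene correlation of 0.01, two-sided, adjusted p = 5.37e-24 over 9 lists). It stayed below them with the correlation estimated from the data (adjusted p = 0.00126), the alternative that moved it most. Another test, fry, asks only whether a list's own genes change. Fry called this list lower (adjusted p = 5.34e-07), but all 9 lists passed it. All 10 ways of splitting the 6 libraries into groups of 3 gave the list a camera p-value under 0.05, the real grouping the smallest. The other splits mix the labels unevenly between their groups and so keep part of the real contrast. Without the genes of Fig. 6D, 104 genes remained with a median of -0.75 (camera, adjusted p = 2.36e-21). Ranked by limma's moderated t statistic, the list had a normalized enrichment score of -2.97 in fgsea, and 3 of the 10 splits gave a score as far from 0. Its members included *Ptgs2*, with a log2 fold change of -3.49 (97.1 FPKM in the libraries labelled WT and 8.17 FPKM in those labelled KO on average), *Ccl5* with -5.49 and, among the genes that rose, *Ifngr1* with 1.98 and *Ebi3* with 1.51.

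**Figure D1:**
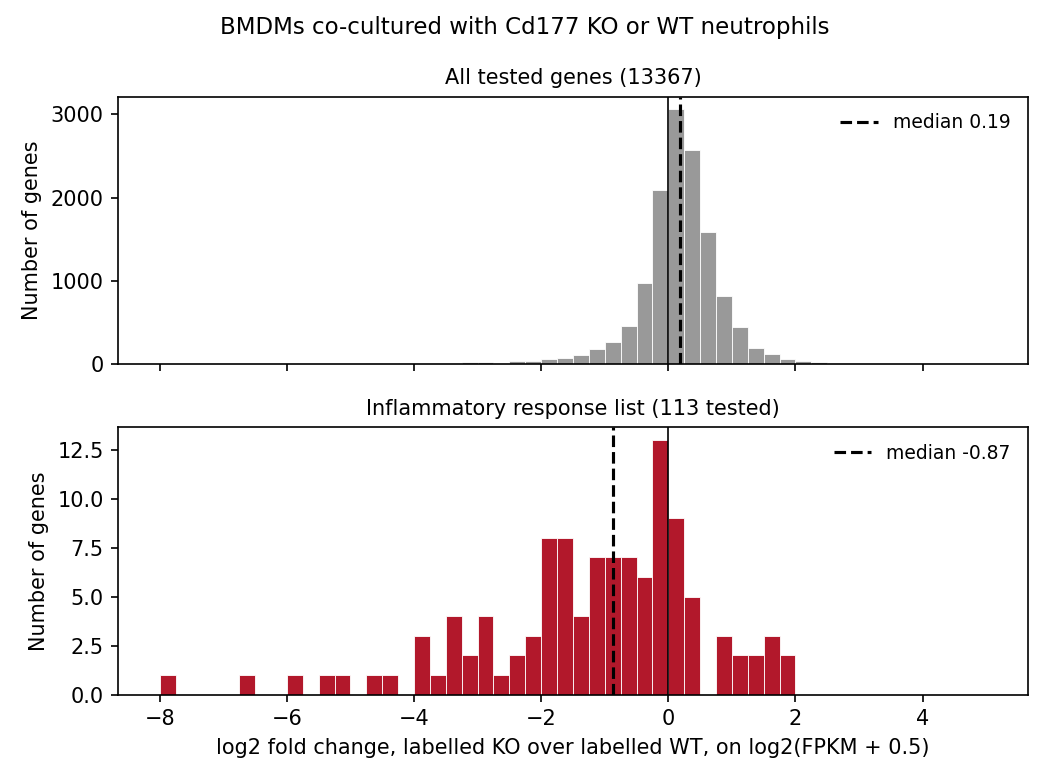
Number of genes by log2 fold change between the libraries labelled KO and those labelled WT (3 each), on log2(FPKM + 0.5), for all 13367 tested genes (top) and for the 113 tested genes of the inflammatory response list (bottom). Dashed lines mark the medians, 0.19 for all tested genes and -0.87 for the list.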

The mRNA expression of *Nos2*, *Il1b*, *Il6*, and *Tnf* were decreased in the *Cd177* KO group compared with the *Cd177* WT group (Fig. 6 F and Figure. S9E). Moreover, compared with the *Cd177* WT group, the levels of inflammation cytokines in the culture medium including IL-1β, IL-6, and TNF-α declined when co-cultured with isolated *Cd177* KO neutrophils (Fig. 6G and Figure. S9F).

**Fig. 6:**
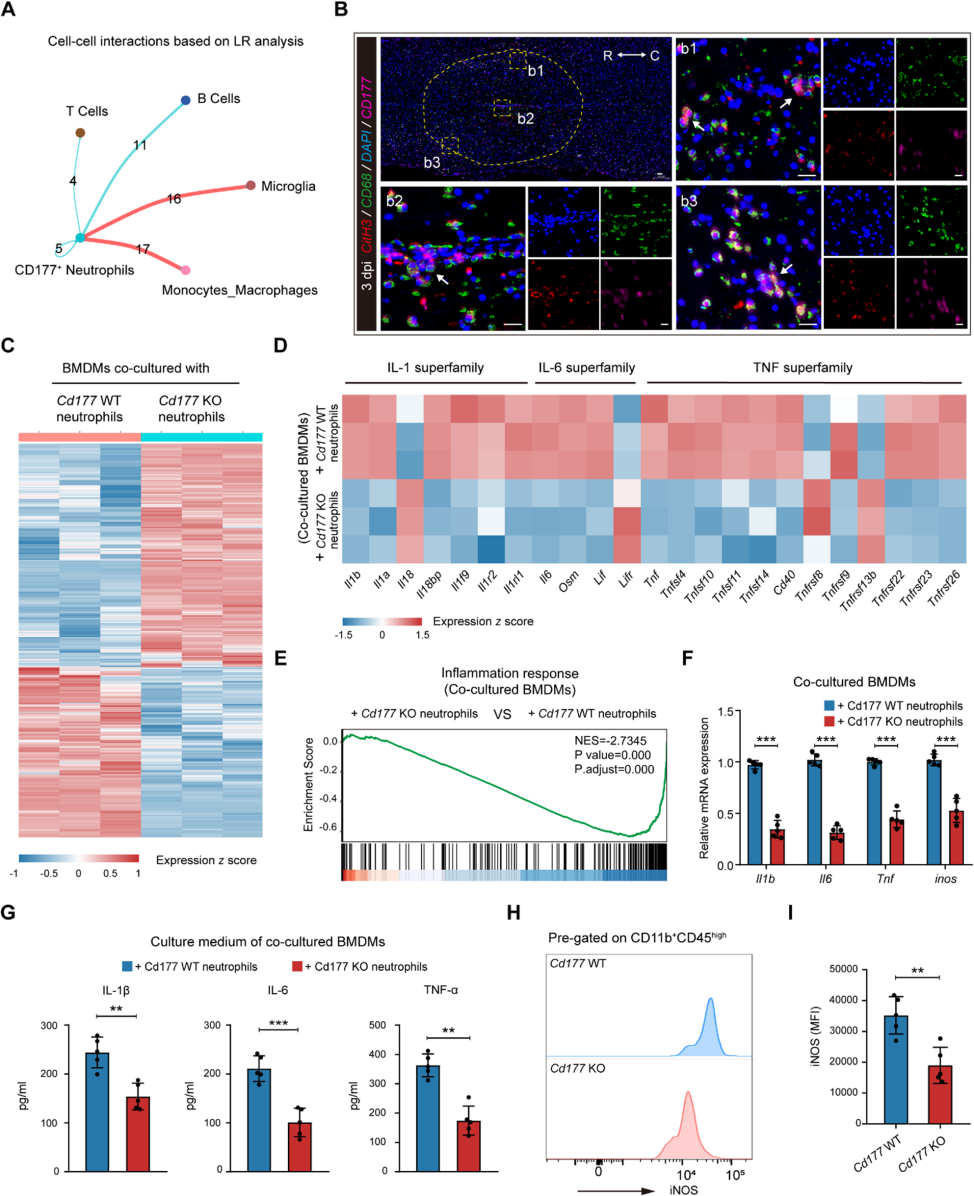
*Cd177* deficiency in neutrophils inhibited pro-inflammatory polarization of macrophages and microglia both in vivo and in vitro. **A** Circle plot depicting ligand-receptor interactions between CD177^+^ neutrophils and other immune cells post-SCI based on the scRNA-seq data. **B** Representative IF images showing the physical proximity of CD177^+^ neutrophils (magenta), CD68^+^ cells (green), and NETs (red) at 3 dpi. Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. **C** Heatmap of DEGs in BMDMs co-cultured with isolated infiltrating neutrophils from *Cd177* WT or KO mice at 3 dpi (*n* = 3). Schematic diagram of the co-culture system is shown in Figure. S9A. **D** Heatmap showing DEGs related to cytokine production and release in BMDMs co-cultured with isolated *Cd177* WT or KO neutrophils. **E** GSEA indicating the distribution of genes in the inflammation response pathway based on RNA-seq data. **F** and **G** Quantification of pro-inflammation cytokine levels in the co-culture system measured by qPCR (**F**) and ELISA (**G**), *n* = 5. **H** and **I** Representative flow cytometry analysis (**H**) and quantification (**I**) of iNOS mean fluorescence intensity (MFI) from isolated CD11b^+^CD45^high^ cells (defined as macrophages) from the injured area in *Cd177* WT or KO mice at 7 dpi (*n* = 5). Gating strategy is shown in Figure. S9G. All data are presented as means ± SD; **P < 0.01, ***P < 0.001; Unpaired two-sided Student’s t-test (**F**,** G** and **I**). Data related to microglia are displayed in Figure. S9

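With the study's threshold of a fold change above 2 and an unadjusted p-value under 0.05, limma on the FPKM of Fig. 6C's BMDMs gave 1485 genes, 893 higher and 592 lower in the libraries labelled KO. The study used DESeq2, which needs counts. At an adjusted p-value under 0.05 without a limit on the fold change, limma gave 5027 of the 13367 tested genes, 3619 higher and 1408 lower. This split depends on the scaling between libraries: with median-of-ratios scaling, 2057 genes were higher and 2259 lower at the same threshold. The groups did not overlap in 51.9% of the tested genes, against 10% expected by chance.
Among genes with a mean of at least 1 FPKM and groups that did not overlap, the largest falls in the libraries labelled KO were those of *Acod1*, *Arg1*, *Cxcl9*, *Cxcl3* and *Rsad2*. *Acod1* had 149.6 ± 7.96 FPKM (SD, n = 3) in the libraries labelled WT and 0.147 ± 0.0377 FPKM (SD, n = 3) in those labelled KO, a log2 fold change of -7.86 (adjusted p = 9.18e-08 from limma). *Arg1* had 166 ± 9.23 and 0.359 ± 0.0439 FPKM (SD, n = 3 each), a log2 fold change of -7.60 (adjusted p = 9.18e-08 from limma). *Rsad2* went from 111 ± 4.15 to 1.58 ± 0.217 FPKM (SD, n = 3 each). *Cxcl9* had 48.7, 53.2 and 54.5 FPKM in the libraries labelled WT, and in those labelled KO it had 0.0563 FPKM in replicate 1 and was listed at 0 in replicates 2 and 3. *Cxcl3* had 26.1, 29.5 and 37.4 FPKM in the libraries labelled WT, and in those labelled KO it was listed at 0 in replicates 1 and 2 and had 0.0446 FPKM in replicate 3. The largest rises in this ranking were those of *Gpr34*, *Slc9a9*, *Slc46a3*, *Ighm* and *Gas6*. *Gas6* rose from 16.7 ± 1.52 to 237 ± 4.51 FPKM (SD, n = 3 each), a log2 fold change of 3.79 (adjusted p = 1.68e-06 from limma). *Slc9a9* rose from 1.10 ± 0.0268 to 30.4 ± 2.40 FPKM and *Slc46a3* from 1.15 ± 0.386 to 25.8 ± 0.693 FPKM (SD, n = 3 each). *Ighm* had 0.39, 0.293 and 0.0573 FPKM in the libraries labelled WT and 9.66, 9.43 and 10.5 FPKM in those labelled KO. *Gpr34* had 10.4, 9.02 and 11.8 FPKM in the libraries labelled KO and at most 0.0797 FPKM in those labelled WT.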

After confirming that CD177^+^ neutrophils may regulate the responses of macrophages and microglia towards inflammation in vitro, we then investigated their functions in vivo. Macrophages and microglia were isolated from injured areas using FACS at 7 dpi. The gating strategy is shown in Figure. S9G and iNOS^+^ macrophages shrink in *Cd177* KO mice post-SCI (Fig. 6 H and I). Also, we found that genetic disruption of *Cd177* could decrease iNOS^+^ microglia (Figure. S9 H and I). Collectively, these results suggested that CD177^+^ neutrophils may regulate macrophages and microglia toward a pro-inflammatory phenotype.

### CD177^+^ neutrophils functionally regulated macrophages and microglia via NETs

We then investigated the mechanism of macrophages and microglia pro-inflammatory polarization induced by CD177^+^ neutrophils post-SCI. Recently, researchers have indicated the pro-inflammatory role of NETs in several diseases [7, 8, 31]. As shown in Figure. 6B, macrophages/microglia were spatially adjacent to CD177^+^ neutrophils which formed NETs. Next, we sought to figure out whether NETs formed by CD177^+^ neutrophils amplified inflammation response post-SCI. We used Cl-amidine to block NET formation and DNase I to degrade NET structures in the co-culture system mentioned above. As displayed in Fig. 7 A and Figure. S10A, both inhibitors significantly decreased the levels of inflammation cytokines in the culture medium (CM) of *Cd177* WT BMDMs or microglia, while no obvious changes were found in the *Cd177* KO groups. Similar variations were confirmed in the FACS-sorted BMDMs/microglia by polarization marker iNOS (Fig. 7 C-D and Figure. S10 C-D) and qPCR (Fig. 7B and Figure. S10B). Moreover, we found that Cl-amidine tends to be more efficient than DNase I, possibly because simply degrading the DNA scaffold cannot eliminate the influence of specific substances secreted by CD177^+^ neutrophils.

**Fig. 7:**
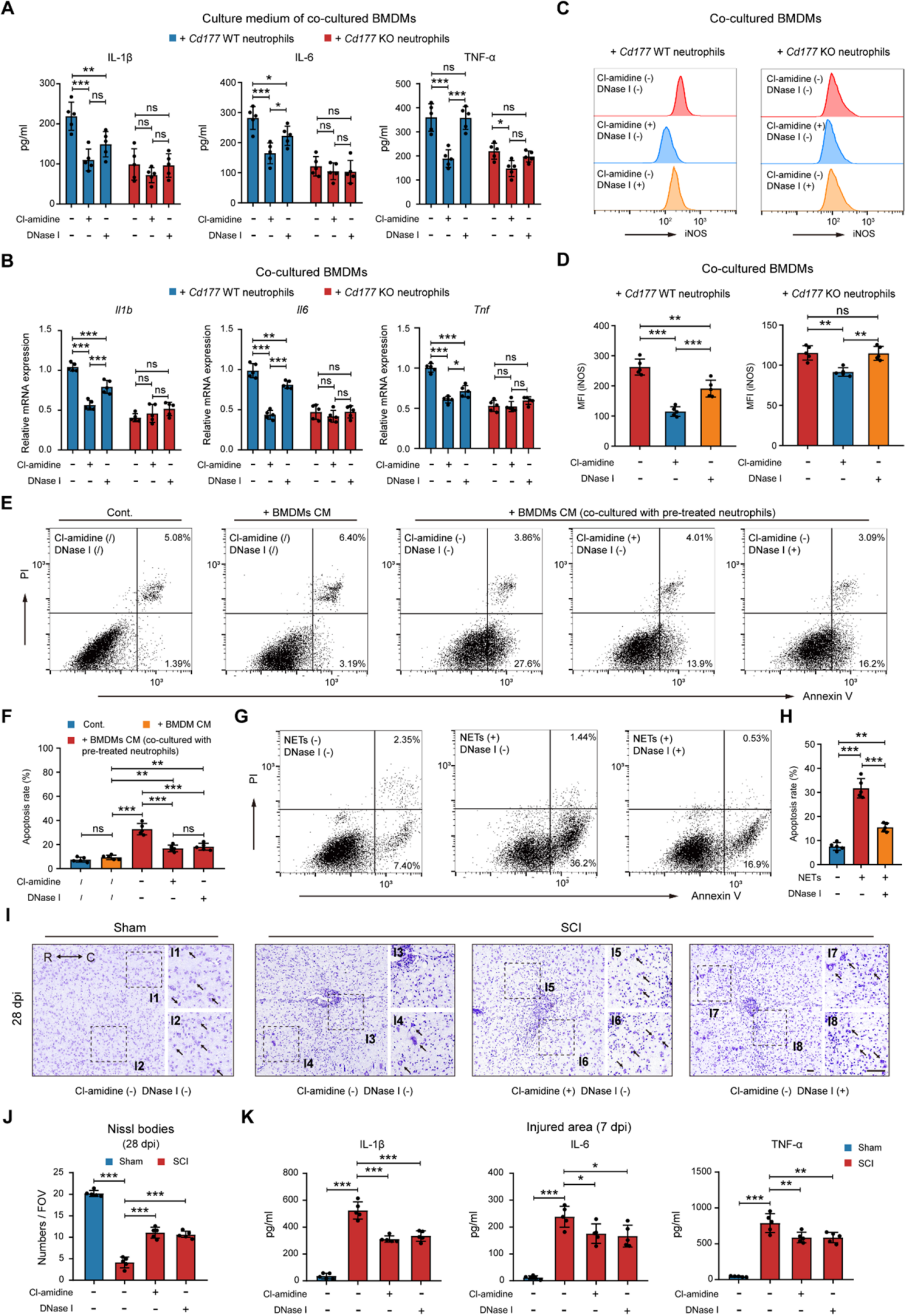
Inhibition of NETs formation attenuates CD177^+^ neutrophil-induced pro-inflammatory polarization of macrophages and microglia thereby reducing neuronal apoptosis. **A** and **B** Relative pro-inflammation cytokines of BMDMs were measured through ELISA (**A**) or qPCR (**B**). BMDMs had been co-cultured with isolated *Cd177* WT or KO neutrophils which were pre-treated with Cl-amidine, DNase I, or vehicle controls (*n* = 5). **C** and **D** Representative histograms (**C**) and statistical analysis (**D**) of the MFI show the expression of iNOS on the BMDMs co-cultured with isolated *Cd177* WT or KO neutrophils which were pre-treated with Cl-amidine, DNase I, or vehicle controls (*n* = 5). **E** and **F** Representative flow cytometry analysis (**E**) and quantification (**F**) of neuronal apoptosis in different groups through Annexin V-FITC/PI double staining. Neurons were treated with vehicle controls, BMDMs CM, or BMDMs CM (co-cultured with pre-treated neutrophils), *n* = 5. **G** and **H** Representative flow cytometry analysis (**G**) and quantification (**H**) of neuronal apoptosis in different groups through Annexin V-FITC/PI double staining. Neurons were treated with vehicle controls, NETs, or NETs with DNase I, *n* = 5. **I** and **J** Representative photomicrographs (**I**) and quantification (**J**) of the Nissl-stained neurons in mice pre-treated with Cl-amidine, DNase I, or vehicle controls post-SCI or sham surgery at 28 dpi (*n* = 5). Scale bar = 200 μm. The boxed areas are shown magnified. R rostral, C caudal. (**K**) Relative pro-inflammation cytokines in the injured area measured by ELISA in mice pre-treated with Cl-amidine, DNase I, or vehicle controls after SCI or sham surgery at 7 dpi (*n* = 5). All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Two-way ANOVA test (**A**, **B**, **D**, **F**, **H**, **J** and **K**). Data related to microglia are displayed in Figure. S10

To explore the direct and indirect harmful effects of NETs on neurons, BMDMs/Microglia CM, CM of BMDMs/microglia co-cultured with pre-treated *Cd177* WT neutrophils, and isolated NETs were added to investigate their effects on neurons. As shown in Fig. 7E-F and Figure. S10 E-F, BMDMs/microglia (co-cultured with pre-treated *Cd177* WT neutrophils) CM resulted in extensive apoptosis of neurons, and inhibitors targeting NETs partially alleviated the apoptosis rate. Also, NETs themself can induce apoptosis of neurons, which indicates a potentially direct role in neurological impairment post-SCI (Fig. 7G and H). Moreover, mice pretreated with NET inhibitors possess more Nissl-positive cells and better cell structures in the injured area compared to the control group at 28 dpi (Fig. 7I and J). Also, we observed a marked reduction in the expression of inflammatory cytokines in the injured areas following inhibitor injection (Fig. 7 K). Collectively, our results demonstrated that NETs derived from CD177 + neutrophils are essential for promoting pro-inflammatory polarization of macrophages/microglia and subsequent neurological impairment following SCI.

### Expectations of targeting CD177^+^ neutrophils in SCI treatment

We further explore the therapeutic potential of targeting CD177^+^ neutrophils by using marrow transplantation to explore the effects of treatment targeting CD177^+^ neutrophils (Fig. 8 A). Four weeks after substituting *Cd177* WT BM with *Cd177* KO or *Cd177* WT BM, a standard SCI model was obtained. As shown in Fig. 8B-E, the transplantation of *Cd177* KO BM led to decreased NET formation in circulation and injured areas detected by ELISA and IF staining. Moreover, revised inflammatory response levels were observed after the transplantation of *Cd177* KO BM (Fig. 8 F and G). Nissl staining also revealed an improvement in the number of nissl-positive cells and the integrity of cell structures in *Cd177* WT mice transplanted with *Cd177* KO BM (Fig. 8 H and I, Figure. S11A). We then validated the therapeutic effect on the reconstruction of motor neural function after *Cd177* KO BM transplantation using open-field locomotion tests (Fig. 8 J), rotarod tests (Fig. 8 K), gait analysis (Fig. 8. L and M, Figure. S11 B-E), and electromyography analysis (Fig. 8 N and O, Figure. S11F) as mentioned above. Collectively, these results indicated a promising therapeutic potential for targeting CD177^+^ neutrophils in SCI treatment.

**Fig. 8:**
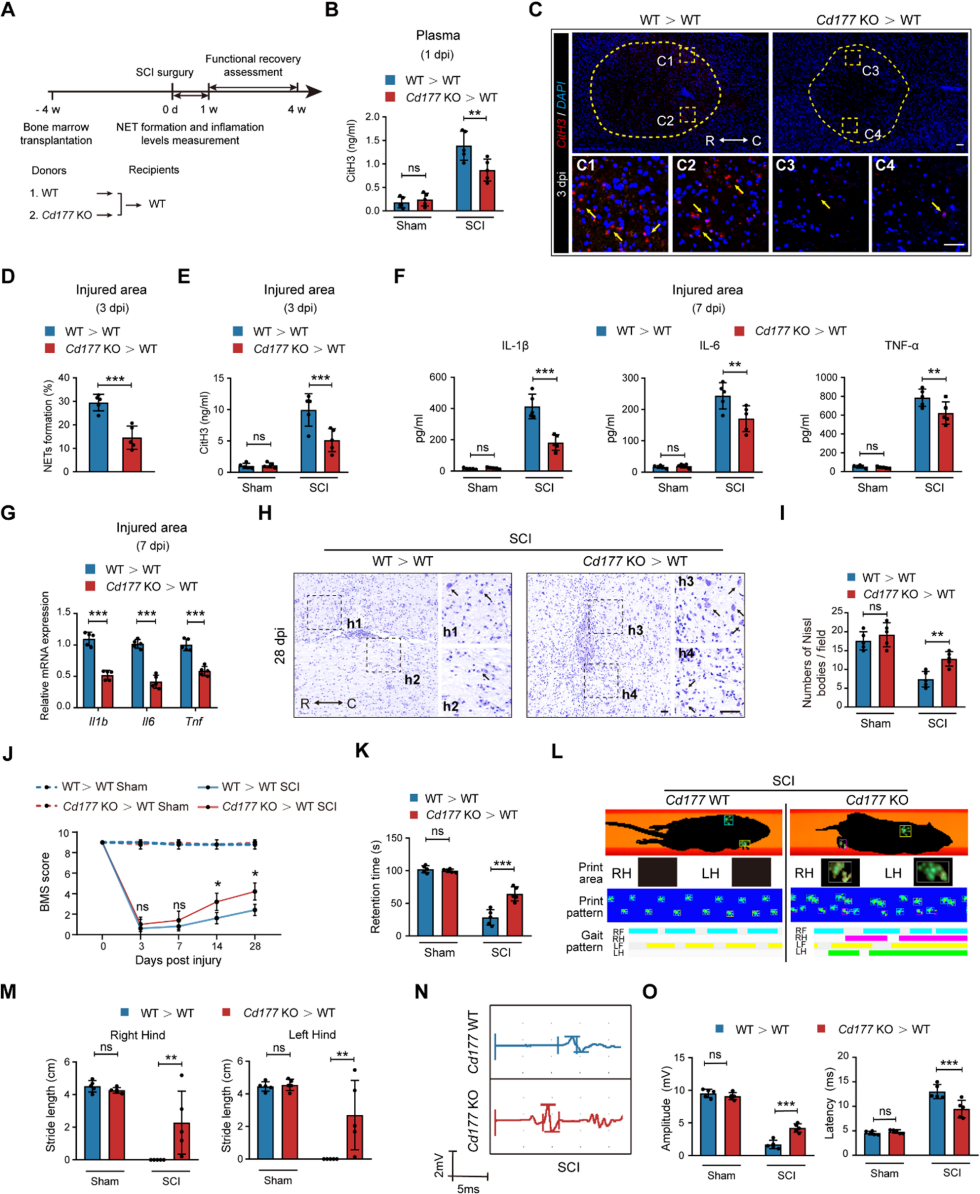
Substitution of *Cd177* WT bone marrow with *Cd177* KO bone marrow eased inflammation and promoted functional recovery post-SCI. **A** Experimental design diagram of Bone marrow transplantation, NET formation and inflammation levels measurement, and functional recovery assessment. **B** Plasma CitH3 levels of *Cd177* KO > WT and WT > WT groups were measured at 1 dpi (*n* = 5). **C-E** The amount of NET formation in the injured area between *Cd177* KO > WT and WT > WT groups was compared by IF staining (**C** and **D**) of NET structures (red) and CitH3 levels (**E**) at 3 dpi (*n* = 5). Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. **F** and **G** Relative pro-inflammation cytokines in the injured area were measured through ELISA (**F**) or qPCR (**G**) at 7 dpi (*n* = 5). **H** and **I** Representative photomicrographs (**H**) and quantification (**I**) of the Nissl-stained neurons in *Cd177* KO > WT and WT > WT groups at 28 dpi (*n* = 5). Scale bar = 200 μm. The boxed areas are shown magnified.R rostral, C caudal. (**J**) Statistical analysis of the BMS scores in *Cd177* KO > WT and WT > WT groups over a 28-day period (*n* = 5). **K** Statistical analysis of the rotarod test in *Cd177* KO > WT and WT > WT groups at 28 dpi (*n* = 5). **L** Representative images showing the maximal print area of left and right hind paws, print- and gait pattern of Catwalk analysis from *Cd177* KO > WT and WT > WT groups after SCI surgery. Catwalk gait analysis was performed after the final BMS testing at 28 dpi (*n* = 15). **M** Statistical analysis of Catwalk analysis results (*n* = 5): stride length. **N** and **O** Representative images (**N**) and statistical analysis (**O**) of MEP tests of hind paws in *Cd177* KO > WT and WT > WT groups at 28 dpi (*n* = 5). All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Unpaired two-sided Student’s t-test (**D** and **G**), One-way ANOVA test (**B**, **E**, **I**, **K**, **M** and **O**), or Two-way repeated measurement ANOVA followed by Turkey post-hoc test (**J**)

## Discussion

There is emerging evidence indicating the functional role of neutrophil subsets [32–34]. Nevertheless, limited research has specifically addressed the involvement of neutrophils in spinal cord injury (SCI) models, with their adverse effects primarily underscored as a byproduct or outcome of other interventions and conditions. Here, we defined three transcriptionally distinct neutrophil subpopulations in the SCI microenvironment based on our scRNA-seq data to recognize the heterogeneity and distinct functions of infiltrating neutrophils. We found a neutrophil subcluster (marked as CD177^+^ neutrophils) with elevated ROS production and NETs formation abilities. Moreover, a correlation between the increased proportion of circulating CD177^+^ neutrophils and severe neuronal damage was observed in SCI patients. We then sought this panel of neutrophils in different disease models. Accumulating CD177^hi^ neutrophils defined by Gullotta et al. were observed in circulation after stroke in a previous study with a significantly higher ROS production, NADPH oxidase, and NETs-association score compared with other subclusters [21]. The share of CD177^hi^ neutrophils increased in aged mice and resembled worse outcomes compared with young mice. Moreover, a subcluster of neutrophils with similar transcriptional profile (*Cd177*, *Fpr1*, *Mmp8*, *Lcn2*) reported by Ehsan et al. infiltrated 24 h after the onset of myocardial infarction and began to transform into special neutrophil clusters with tissue heterogeneity [25]. Taken together with our findings herein, this supports that CD177^+^ neutrophils not only manifest in various disease models but also harbor the potential to serve as predictive and therapeutic indicators.

Recently, NETs have emerged as mediators for cellular interactions in several diseases, highlighting the importance of elucidating the mechanism responsible for NET formation [9, 35]. Due to the heterogeneity of stimuli and the microenvironments, the molecular mechanisms and composition of NET formation vary from disease. Our discovery indicates that NETs are primarily formed by CD177^+^ neutrophils through a pathway dependent on cellular ROS and PAD4 post-SCI. Similarly, recent research uncovered that CD177^+^ neutrophils, in the biliary atresia (BA) model, can induce cholangiocyte death through the production of NETs [7]. However, in contrast, CD177^+^ neutrophils in the BA model exhibit a higher expression of interferon-stimulated and neutrophil degranulation genes and mediate NET formation through elevated ROS via the mitochondrial pathway, rather than the anticipated NOX2 pathway in our study. This could be attributed to the distinct microenvironments associated with infectious and acute traumatic diseases.

Several studies have indicated the crucial role of macrophages in the formation of inflammatory cascades post-SCI [36–38]. Macrophages, including resident microglia and infiltrating bone marrow-derived macrophages, may take on a proinflammatory state where they possess higher phagocyte abilities and elevated chemokine production [2, 12, 18]. Although interactions between neutrophils and macrophages have been explored in various disease models such as stroke and myocardial infarction, related research in SCI is not yet sufficiently comprehensive [35, 39]. We have observed for the first time that in the SCI microenvironment, CD177^+^ neutrophils can regulate macrophage towards a pro-inflammatory phenotype through NETs both in vivo and in vitro. Our findings partially explain the mechanism by which neutrophils are involved in regulating the sustained inflammatory response post-SCI, and the specific molecular mechanisms involved warrant further research.

However, there remain some limitations of this study that require further research. Given the limited accessibility to infiltrating neutrophils in human SCI lesions, we focused on peripheral blood as a feasible alternative, and cross-validated the findings in a mouse model. However, we did not perform single-cell RNA sequencing of peripheral blood in mice. It is also important to note that the neutrophil subsets circulating in blood may not perfectly mirror those that infiltrate the injury site, given the distinct microenvironment of the SCI. This aspect may require further investigation to clarify potential phenotypic transitions during neutrophil migration. Furthermore, this study lacked scRNA-seq data on infiltrating neutrophils from *Cd177* KO versus WT mice post-SCI. Therefore, whether *Cd177* knockout alters neutrophil subset characteristics and composition remains to be established. Our data lead us to hypothesize that *Cd177* loss reduces the proportion of the N2-like subset, thereby potentially attenuating the overall inflammatory response—a hypothesis that merits further study. Besides, we have yet to elucidate the specific stimuli triggering the formation of NETs by CD177^+^ neutrophils post-SCI, as well as the precise constituents within NETs. Moreover, we incorporated a total of 47 SCI patients in this study, while to test the accuracy and value of CD177^+^ neutrophils as a predictive indicator post-SCI, a multicenter clinical study with a larger patient cohort will be needed in the future to validate these findings. The cross-talk between the neutrophils and macrophages (BMDM and Microglia) is complex, and other molecular components/pathways affected by CD177 need further investigation.

## Conclusions

Overall, our study demonstrates the mechanisms of CD177^+^ neutrophils in modulating the SCI microenvironment. Elevated CD177^+^ neutrophils post-SCI could induce the pro-inflammation polarization of macrophages and microglia via NETs, which then contribute to prolonged and exaggerated inflammatory responses (Fig. 9). Thus, neutrophils and NETs may represent a viable target for SCI treatment, and CD177 expressed in neutrophils can be targeted as a therapeutic approach for enhancing functional recovery post-SCI.

**Fig. 9:**
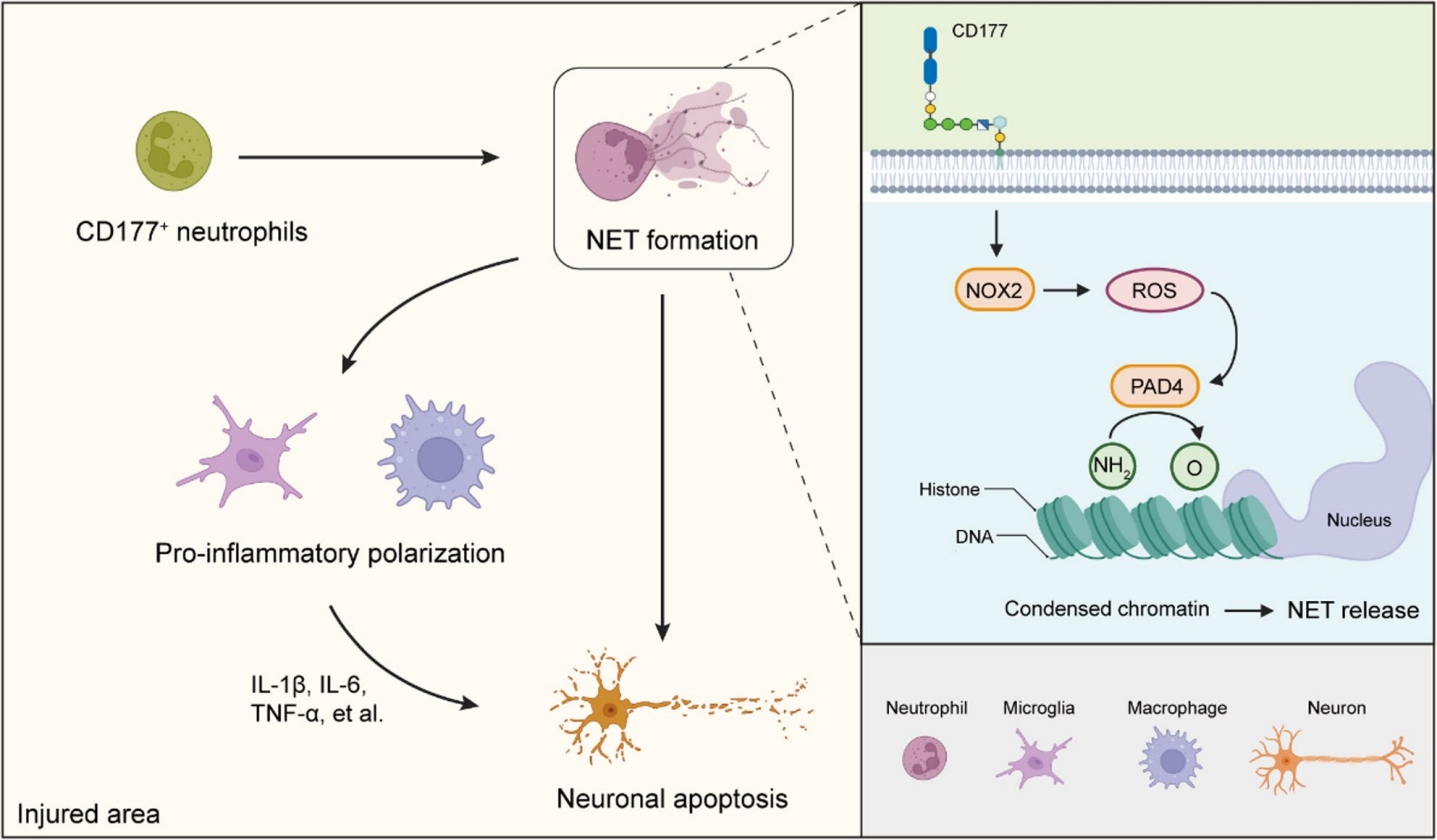
Schematic representation of the potential function and potential regulatory mechanisms of CD177^+^ neutrophils post-SCI. CD177^+^ neutrophils could induce the pro-inflammation polarization of macrophages and microglia by forming NETs in a PAD4 and ROS-dependent way. In addition, NETs themselves can induce apoptosis of neurons. Collectively, these findings elucidate a mechanism by which CD177^+^ neutrophils participate in modulating inflammation response post-SCI

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The datasets generated during the current study are available in the GEO database, GSE240727, GSE276427 and GSE276429.

# Supplementary material for: Neutrophil extracellular traps released by CD177+ neutrophils aggravated inflammation and neuronal impairment post-SCI
**Source:** Cell Commun Signal. 2025 Dec 7;24:22. doi: 10.1186/s12964-025-02553-w

Original Images of Representative Western blot images. Related to Fig. 4.

### Original Western blots for Figure 4g

a

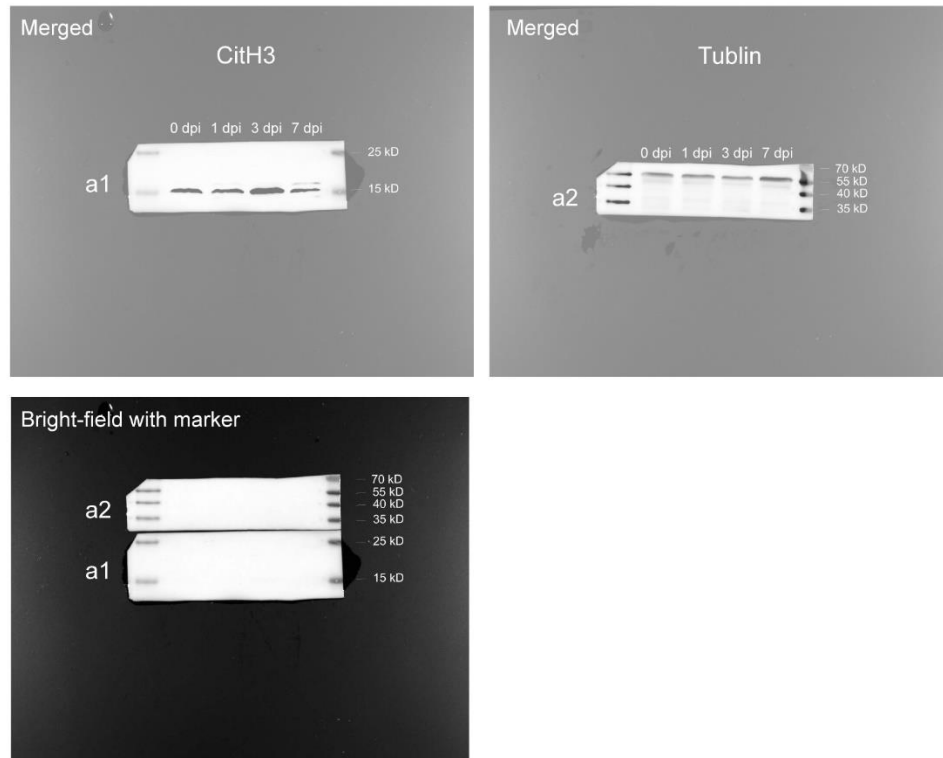

b

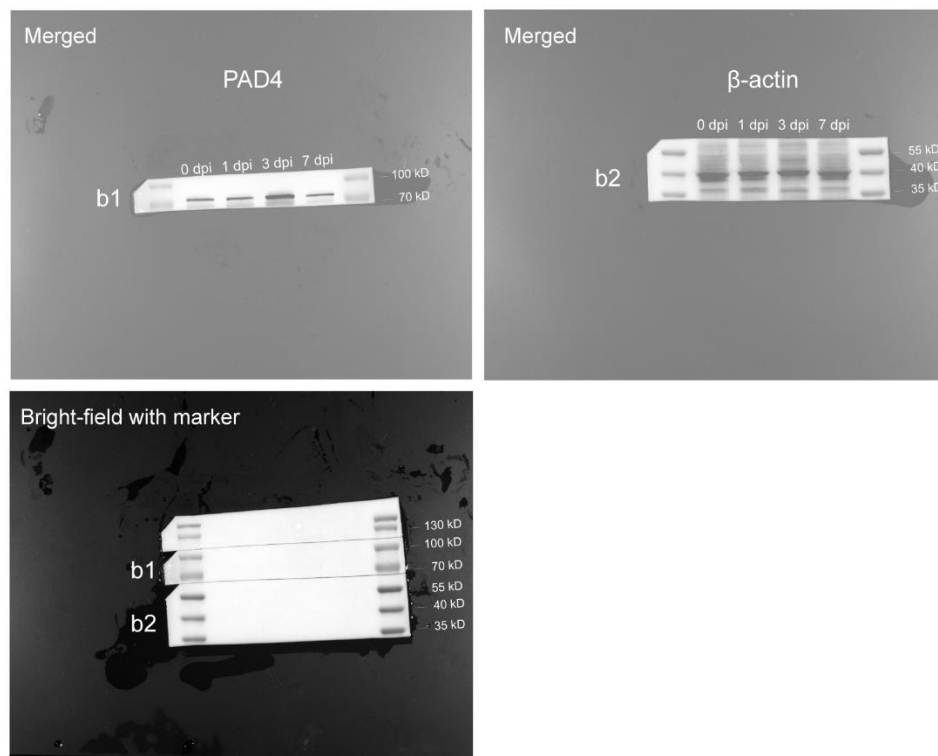

**Supplement:** Supplementary file 1 — Supplementary Material 1.

# Supplementary material for: Neutrophil extracellular traps released by CD177+ neutrophils aggravated inflammation and neuronal impairment post-SCI
**Source:** Cell Commun Signal. 2025 Dec 7;24:22. doi: 10.1186/s12964-025-02553-w
**Supplement:** Supplementary file 2 — Supplementary Material 2.

**Supplementary materials**

**Supplementary methods**

**Patient sample collection**

This study was approved by the Ethical Committee of The First Affiliated Hospital of Nanjing Medical University, Nanjing, China (2019-SR-017). All biological samples from patients and healthy donors were collected after obtaining informed consent from all participants. A total of 47 tSCI patients admitted to the Department of Spine Surgery, the First Affiliated Hospital of Nanjing Medical University, from December 2020 to June 2022 were included in the present study. Patients with infectious, neoplastic and autoimmune diseases were excluded. All cases received a diagnosis of SCI by combining clinical symptoms (ISNCSCI and ASIA score), electrophysiology, X-ray, and MRI analysis. Peripheral blood samples were collected at 1 dpi before the surgery. All plasma samples were stored at -80 ℃ immediately after centrifugation for 10 min at 3000 rpm. Detailed clinical characteristics are summarized in Table S1 and S2.

**Tissue processing**

At 1, 3 or 7 days after surgery, mice were anesthetized as described above for blood collection and then sacrificed by rapid cervical dislocation. The arterial system was rinsed by perfusion with phosphate-buffered saline from the left ventricle of the heart. For tissue immunofluorescence, the spinal cord was harvested and fixed in 4 % paraformaldehyde and embedded in paraffin. For single-cell suspension preparation, the fresh tissues were minced into small pieces after washed for 3 times with sterile HBSS and then digested with 1ml sCelLiveTM Tissue Dissociation Solution (Singleron) by Singleron PythoN™ Tissue Dissociation System at 37 °C for 35 min. After filtered by 40-micron sterile strainers and lysis of RBCs, the cell suspension was centrifuged and then suspended softly with PBS. For lesion lysate preparation, tissues around lesion core were harvested and washed with cold PBS for 3 times. Subsequently, the specimens were cut into pieces and sonicated. After centrifugation, the supernatants were stored at -80 °C immediately for ELISA test. Additional samples were stored at -80 °C.

**Bone marrow transplant (BMT)**

For performing BMT, the recipient mice (8 weeks) were irradiated at 700 cGray using an X-ray orthovoltage source (RS 2000 Pro, RADSOURCE, USA) as previously reported. Donor bone marrow cells (5 × 10^6^ cells) obtained from WT and CD177^−/−^ donor mice (8 weeks) were intravenously injected into the recipient mice (after irradiation). Four weeks after BMT, SCI surgery was carried out on recipient mice.

**ROS evaluation**

The intercellular ROS levels were measured using the ROS Assay kit (S0033, Beyotime) according to the manufacturer's instructions. Briefly, the cells were collected and incubated with 10 uM DCFH-DA for 20 min in a final volume of 500 ul. Then, the cells were washed three times with serum-free medium and transferred to polypropylene FACS tubes. To summarize, 1 × 10⁵ cells were harvested from each group via FACS, and group differences were evaluated using mean fluorescence intensity (MFI) values for quantification. Data were analyzed using FlowJo.

**Primary cell culture**

Primary BMDMs were isolated and cultured as previously described. Briefly, total bone marrow cells were collected from tibias and femurs as mentioned above. After RBC lysis and centrifugation, cells were resuspended in complete RPMI-1640 medium containing 25 ng/ml macrophage colony-stimulating factor (416-ML, R&D Systems, Minneapolis, MN, USA) and then cultured for 7 days. Primary neurons were isolated from embryonic mice using a primary neuron isolation kit (88280, Thermo Fisher Scientific, MA, USA) according to the instructions of the manual. After centrifugation and washing, neurons were cultured in Neurobasal™ Plus Medium (A3582901, Thermo Fisher Scientific, MA, USA) for 7 days before further tests.

To isolate primary microglia, C57BL/6 neonatal mice were used in this study. The whole brain was carefully extracted and minced into1 mm³ pieces. The minced tissue was then incubated in a mixed enzymatic solution containing 0.25% trypsin and DNase at 37°C for 20 minutes. Following centrifugation and washing, the cell suspension was transferred to a T75 culture flask coated with PLL for culture. Half of the culture medium was replaced every two days. On the 14th day, the culture flasks were placed on an orbital shaker at 37°C and agitated at 180 rpm for 4-6 hours to facilitate cell detachment. The detached cells were collected by centrifugation for further use.

**Histology and immunofluorescence**

For tissue immunofluorescence staining, paraffin-embedded mouse spinal cord sections were blocked with 10% bovine serum albumin (BSA) and then incubated overnight at 4 °C with the following primary antibodies: anti-Ly6G (1:200, GB11229, Servicebio, Wuhan, China), anti-CD68 (1:200, ab283654, Abcam), anti-CD177 (1:200, bs-1482R, Bioss, Beijing, China), anti-CitH3 (1:200, ab5103, Abcam). This was followed using a Tyramide signal amplification (TSA) Staining Kit (G1236, Servicebio, Wuhan, China). Finally, slides were visualized using an Olympus microscope. For cell immunofluorescence staining, the cells were fixed in 4% paraformaldehyde for 30 min, then permeabilized with 0.05% Triton X-100, and finally blocked with 5% BSA. Primary antibodies including anti-MPO (1:200, AF3667, R&D Systems) and anti-CitH3 (1:1000, ab5103, Abcam) were added and the cells were incubated overnight at 4 °C. This was followed by incubation with the following secondary antibodies: donkey anti-mouse Alexa Fluor 488 (1:1000), and donkey anti-goat Alexa Fluor 546 (1:1000). 4′,6-diamidino-2-phenylindole (DAPI) was used to detect DNA, and microphotographs were obtained by a confocal microscope (LSM710, Zeiss, Heidenheim, Germany).

**Western blots**

Mouse spinal cords were lysed using RIPA lysis buffer (89901, Thermo) containing phosphatase and protease Inhibitor (78440, Thermo) according to the manufacture’s instructions. Further, equal amounts (20-40 μg) of proteins were separated by SDS/PAGE gel and transferred to a polyvinylidene fluoride (PVDF) membrane. After blocking with 5% skimmed milk for 1h, the membrane was incubated with the following primary antibodies: anti-PAD4, anti-CD177, anti-CitH3, anti-tubulin at 4 °C overnight followed by species-matched secondary antibodies. The signals were detected by ECL reagents (34578, Thermo, USA). Bands were imaged by ChemiDoc XRS+ Imaging system (Bio-Rad) and assessed using imageJ. Results are expressed as fold changes relative to the internal control.

**ELISA**

To detect NETs activity in plasma and lesion cores, a Citrullinated Histone H3 (Clone 11D3) ELISA Kit (501620, Cayman, Germany) was used according to the manufacturer’s instructions. To detect inflammatory factors activity in cell culture supernatant and lesion cores, the following ELISA Kits including Mouse TNF-α ELISA Kit (EK282, MultiSciences, Hangzhou, China), Mouse IL-1β ELISA Kit (EK201B, MultiSciences, Hangzhou, China), and Mouse IL-6 ELISA Kit (EK206, MultiSciences, Hangzhou, China), were used as previously described. The absorbance was determined using a microplate reader (BioTek, Friedrichshall, Germany) at 450 nm.

**RNA isolation and qPCR**

Under low-temperature conditions, cellular lysis and RNase inhibition were achieved using Trizol reagent (Takara, Dalian, China), followed by phase separation via chloroform addition and centrifugation. Subsequently, the upper aqueous phase was collected and subjected to precipitation with isopropanol. The precipitate was then washed with ethanol, air-dried, and pure RNA was obtained. Subsequently, collected RNA were reverse-transcribed into cDNA using a reverse transcription kit HiScript II Q RT SuperMix for qPCR (R122-01, Vazyme, China). Next, qPCR reactions were performed in a 7500 real-time PCR system (Applied Biosystems, Inc., USA) according to the manufacturer’s instructions. Primer sequences were listed in Supplementary Table 3. The mRNA levels of target genes were normalized to the 18S expression. Quantification of qPCR results was performed by the 2 ^− △CT^ method.

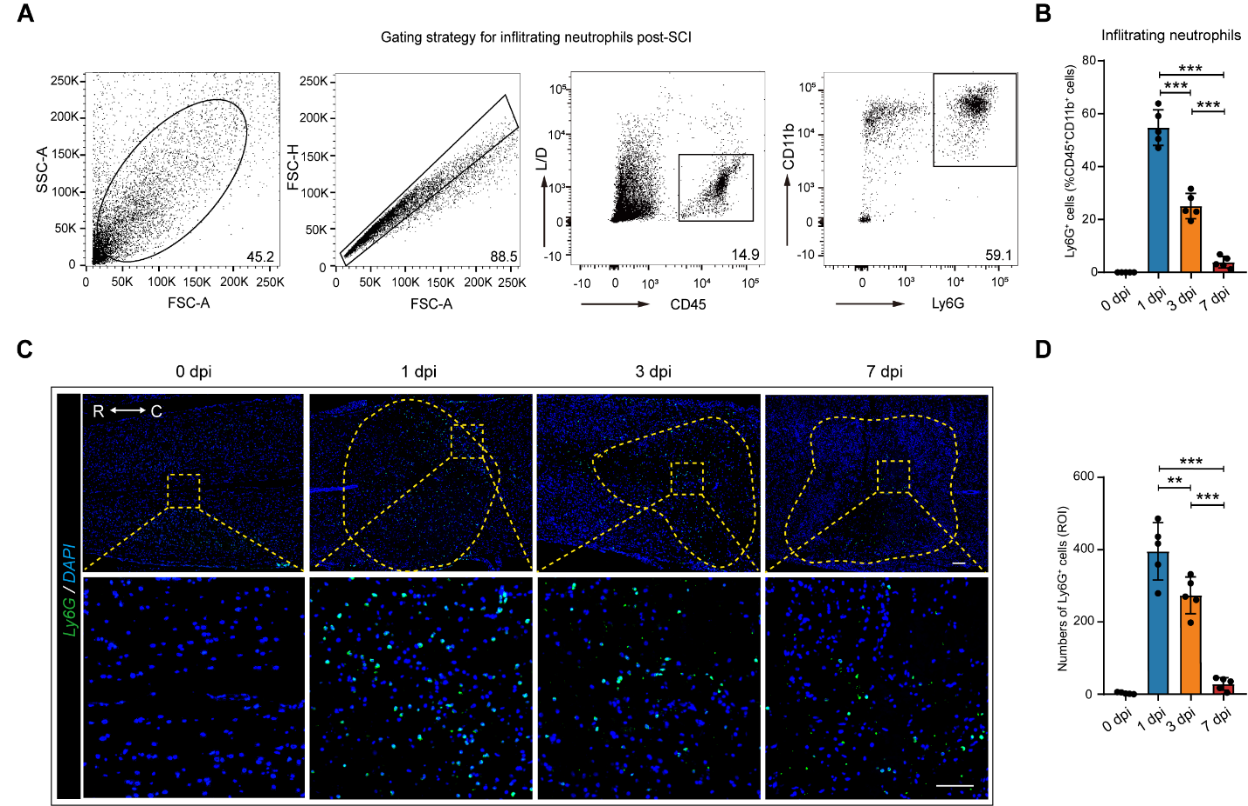

**Figure. S1｜Changes in infiltrating neutrophils post-SCI at different time points.** (**A** and **B**) Representative flow cytometry gating strategy (**A**) and statistical analysis (**B**) of infiltrating neutrophils post-SCI at different time points (n = 5). (**C** and **D**) Representative IF images (**C**) and quantification (**D**) of infiltrating neutrophils in the injured areas at 1, 3, and 7 days post-SCI (n = 5). Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. All data are presented as means ± SD; ns indicates not significant, **P < 0.01, ***P < 0.001; One-way analysis respective p-values indicate of variance (ANOVA) test (**B** and **D**).

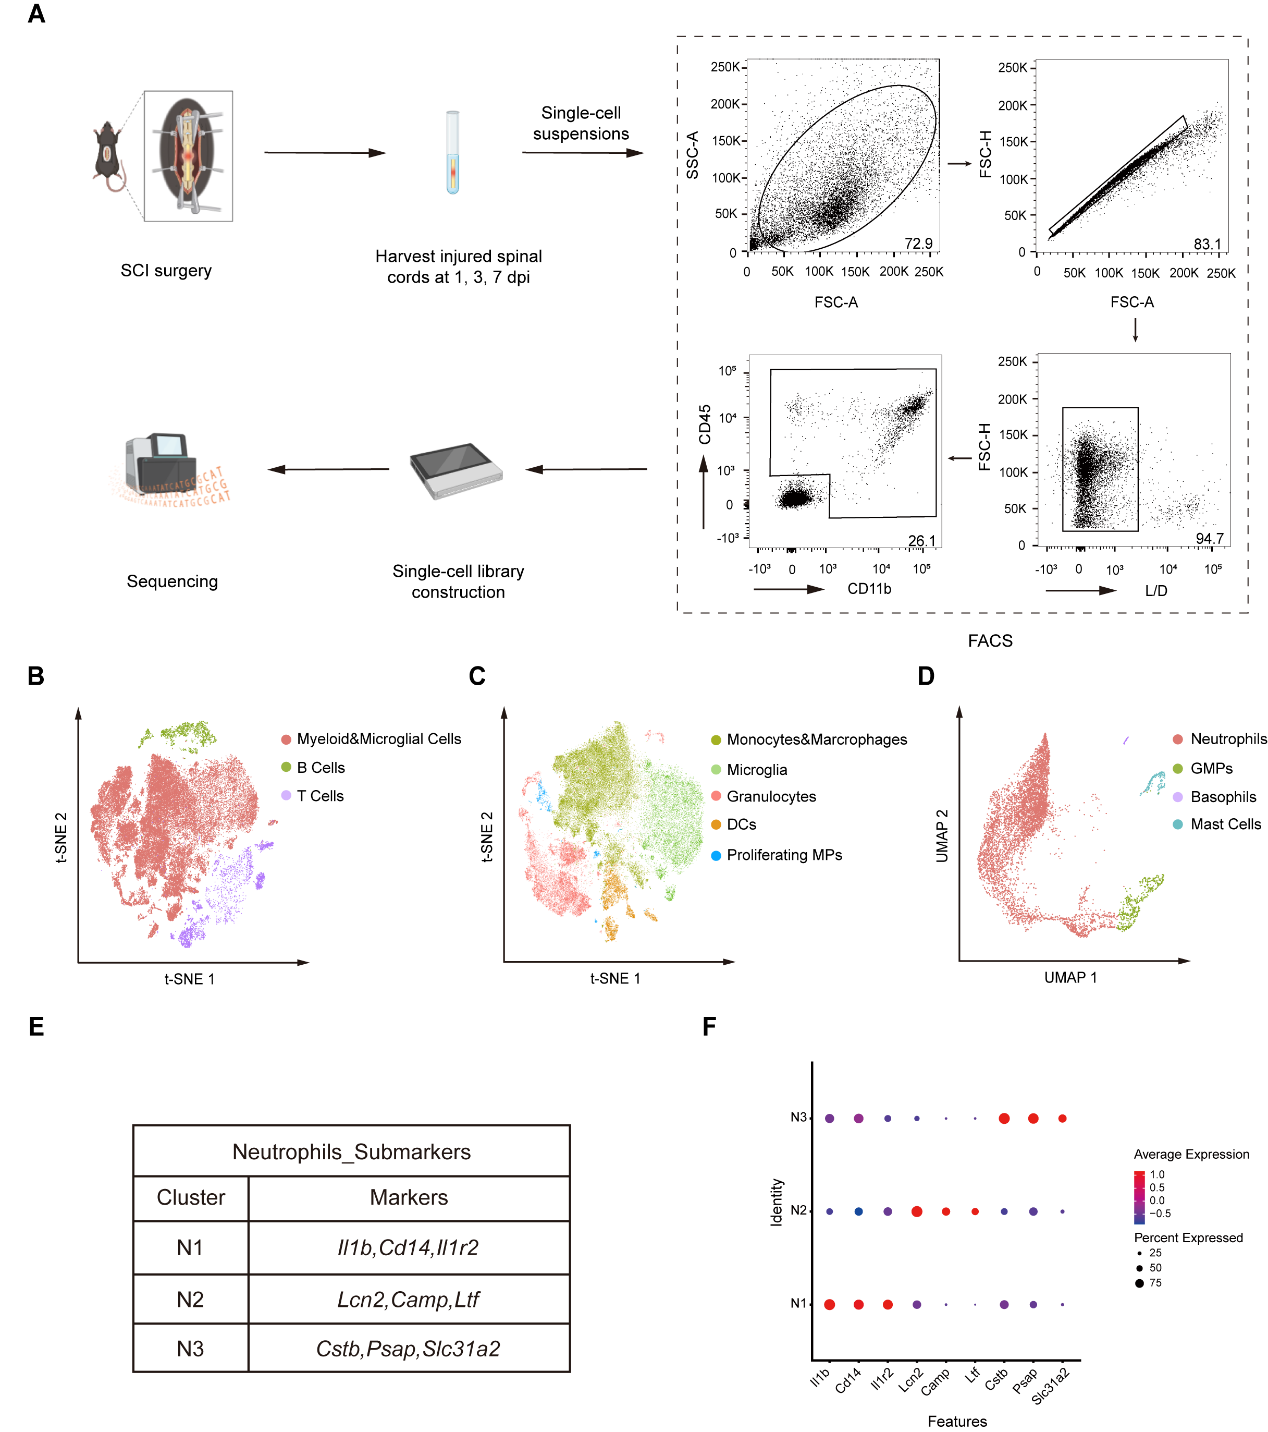

**Figure. S2｜Isolation and scRNA-seq results for immune cells post-SCI.**

(**A**) Schematic diagram of isolation and selection of infiltrating immune cells post-SCI at different time points for further scRNA-seq analysis. (**B**-**D**) t-SNE and UMAP plots showing varied clusters and population annotations. (**E**) Representative KEGG categories of upregulated DEGs in each subcluster.

**
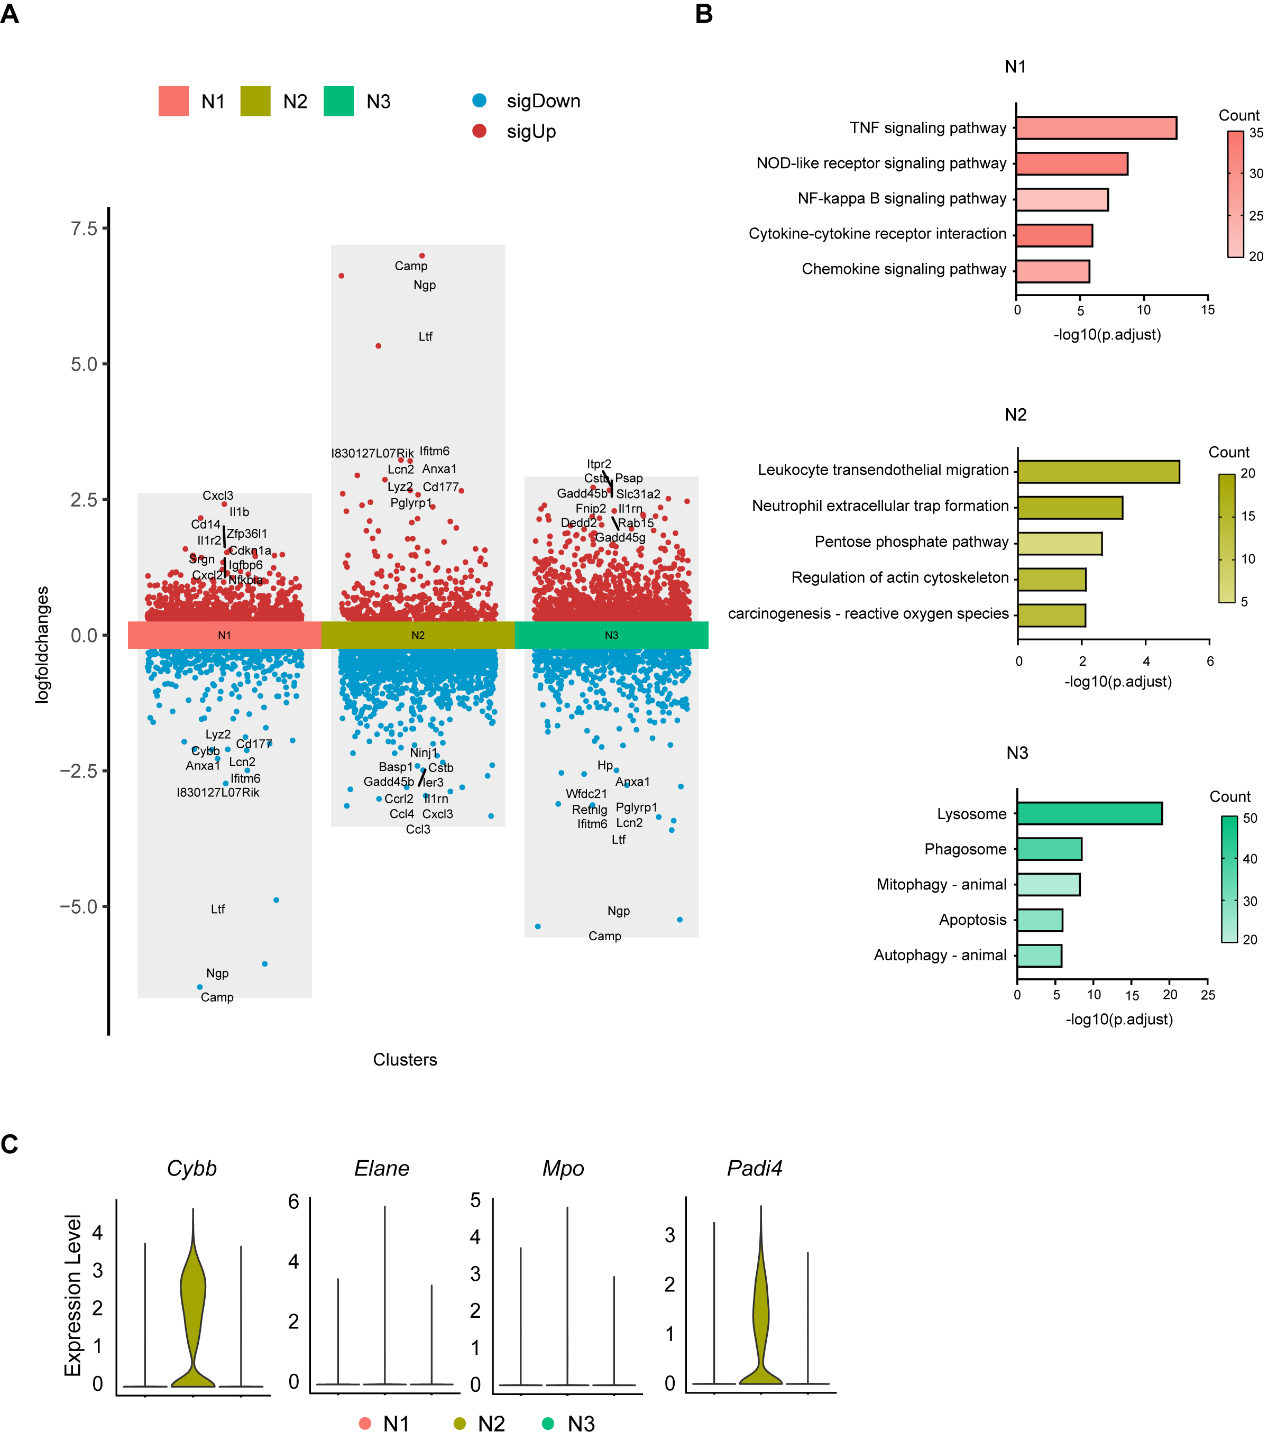
**

**Figure. S3｜Characterization of Neutrophil Subclusters in scRNA-seq data post-SCI.**

(**A**) Combined volcano graph for DEGs expression in N1-N3 subclusters. (**B**) Representative KEGG categories of upregulated DEGs in each subcluster. (**C**) Violin plot showing genes related to NET formation in individual clusters based on the scRNA-seq data.

**
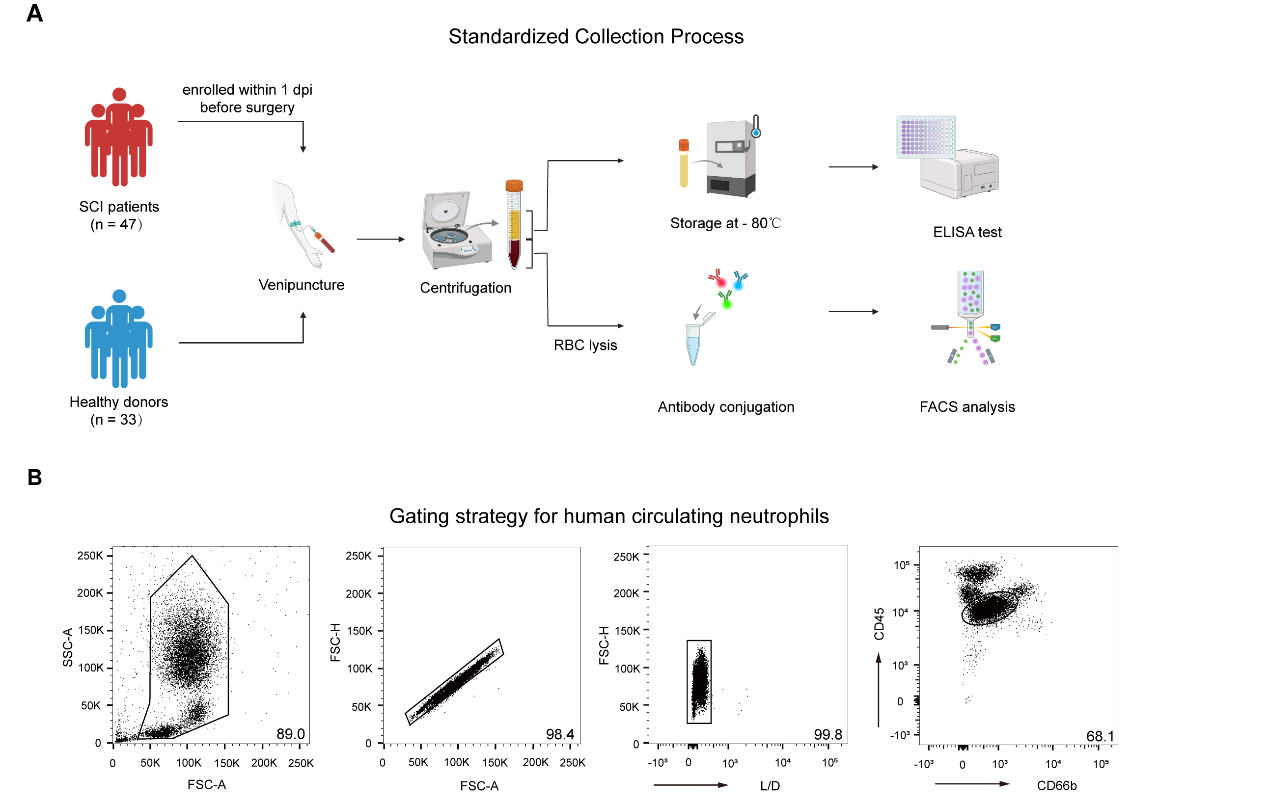
**

**Figure. S4｜Schematic of the standardized collection process and gating strategy for FACS analysis: related to Fig 2.**

(**A**) Schematic of the standardized collection process: SCI patients were enrolled within 24 hours post-injury before surgery, and venous blood samples were collected on hospital arrival. All collected samples were stored at 4°C and processed within three hours. Centrifuged plasma was stored at – 80°C for ELISA assays, and erythrocyte-lysed blood cells were marked with secondary antibodies for subsequent FACS analysis. (**B**) Representative flow cytometry gating strategy of circulating neutrophils of SCI patients (n = 33) and healthy donors (n = 33).

**
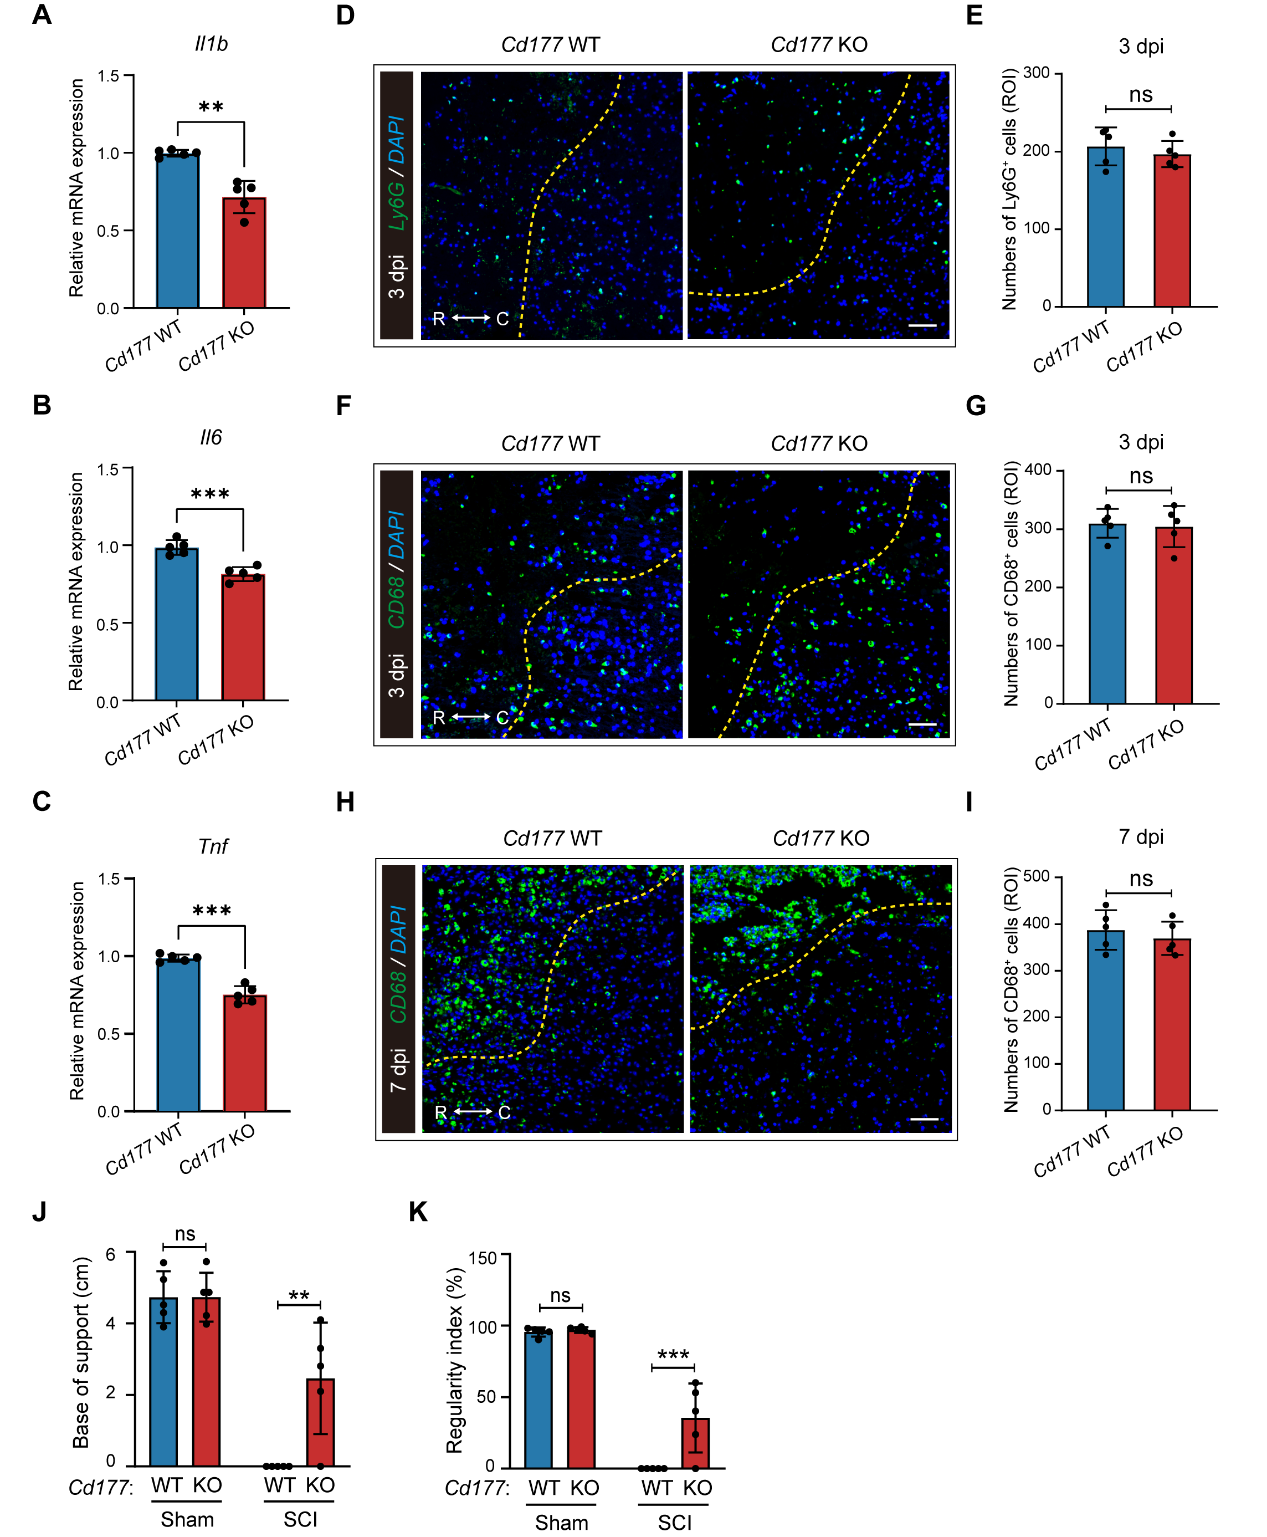
**

**Figure. S5｜Proportion of Infiltrating immune cells and Catwalk analysis in *Cd177* WT or KO mice post-SCI, related to Figure 3.**

(**A**-**C**) Quantification of pro-inflammation cytokine levels in the injured area measured by qPCR, n = 5. (**D** and **E**) Representative IF images (**D**) and quantification (**E**) of Ly6G^+^ (green) cells infiltrating the injured area at 3 dpi in the *Cd177* WT and KO mice (n = 5). (**F** and **G**) Representative IF images (**F**) and quantification (**G**) of CD68^+^ (green) cells infiltrating the injured area at 3 dpi in the *Cd177* WT and KO mice (n = 5). (**H** and **I**) Representative IF images (**H**) and quantification (**I**) of CD68^+^ (green) cells infiltrating the injured area at 7 dpi in the *Cd177* WT and KO mice (n = 5). Scale bar = 200 μm. Dashed lines indicate the injured area and the boxed areas are shown magnified. R rostral, C caudal. (**J** and **K**) Statistical analysis of Catwalk analysis results (n = 5): the base of support (BOS) reflected by the width between hind paw prints (**J**), and regularity index (**K**) reflecting the degree of coordination between front and hind paws. All data are presented as means ± SD; ns indicates not significant, **P < 0.01, ***P < 0.001; One-way ANOVA test (**J** and **K**), Unpaired two-sided Student’s t-test (**A**-**C**, **E**, **G** and **I**).

**
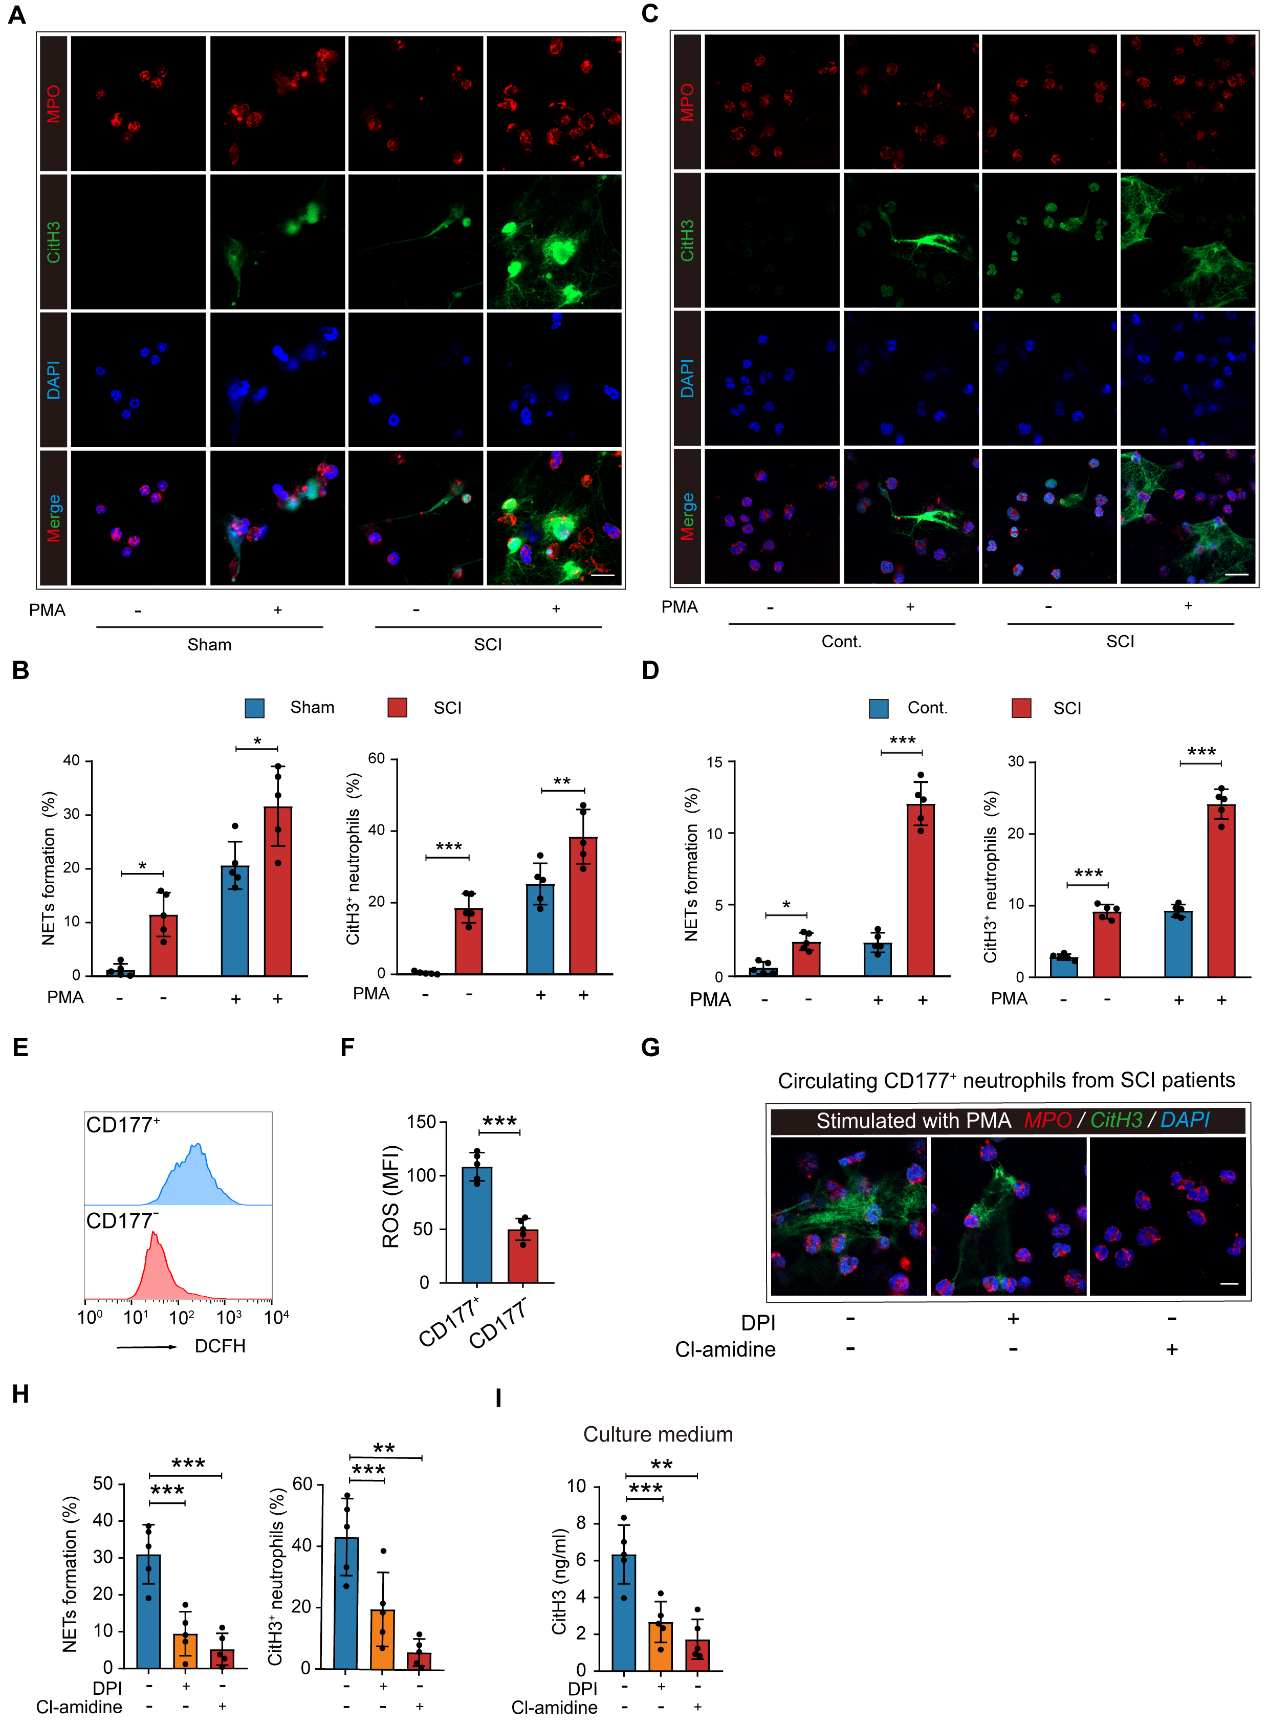
**

**Figure. S6｜NETs formation in circulating neutrophils post-SCI.**

(**A** and **B**) Representative confocal microscopy images (A) of circulating neutrophils (red) and NET release (green) from Sham or SCI mice stimulated with PMA or not. Scale bar = 20 μm. Quantification of NET formation in each group was presented in (**B**), n = 5. (**C** and **D**) Confocal microscopy images (**C**) of circulating neutrophils from SCI patients and healthy donors stimulated with PMA or not and quantification (**D**) of NET formation in each group. Neutrophils are identified by MPO (red), NETs are labeled by CitH3 (green), and nuclei are stained with DAPI (blue). Scale bar = 20 μm. (**E** and **F**) Representative histograms (**E**) and statistical analysis (**F**) measuring ROS production in circulating CD177^+^ and CD177^-^ neutrophils from SCI patients at 3 dpi (n = 5). (**G**-**I**) The inhibitory effects of ROS and PAD4 with corresponding inhibitors DPI and Cl-amidine on SCI-induced human CD177^+^ neutrophils’ NET formation were detected by IF staining (**G**) and CitH3 levels in the culture medium (**I**). Scale bar = 20 μm. Quantification of NET formation in each group was presented in (**H**), n = 5. Results in **C**, **E** and **G** were confirmed in 5 independent experiments using cells from different patients or donors. *P < 0.05, **P < 0.01, ***P < 0.001; Unpaired two-sided Student’s t-test (**F**), one-way ANOVA test (**B**, **D**, **H** and **I**).

**
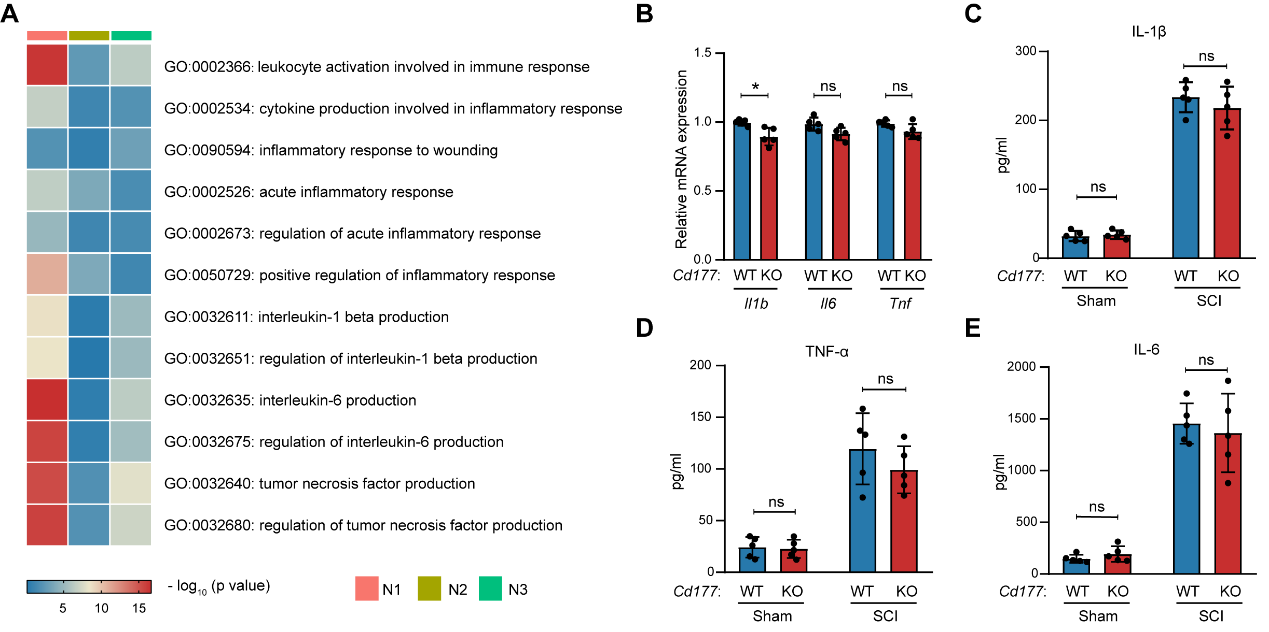
**

**Figure. S7｜ Inflammation levels of CD177^+^ neutrophils post-SCI.**

(**A**) Representative biography process (BP) categories related to inflammation were identified in GO analyses based on upregulated DEGs in each neutrophil subcluster. (**B**-**E**) Relative pro-inflammation cytokines in injured areas at 1 dpi measured through qPCR (**B**) or ELISA (**C**-**E**), n = 5. All data are presented as means ± SD; ns indicates not significant, *P < 0.05; Unpaired two-sided Student’s t-test (**B**), Two-way repeated measurement ANOVA followed by post-hoc test (**C**-**E**).

**
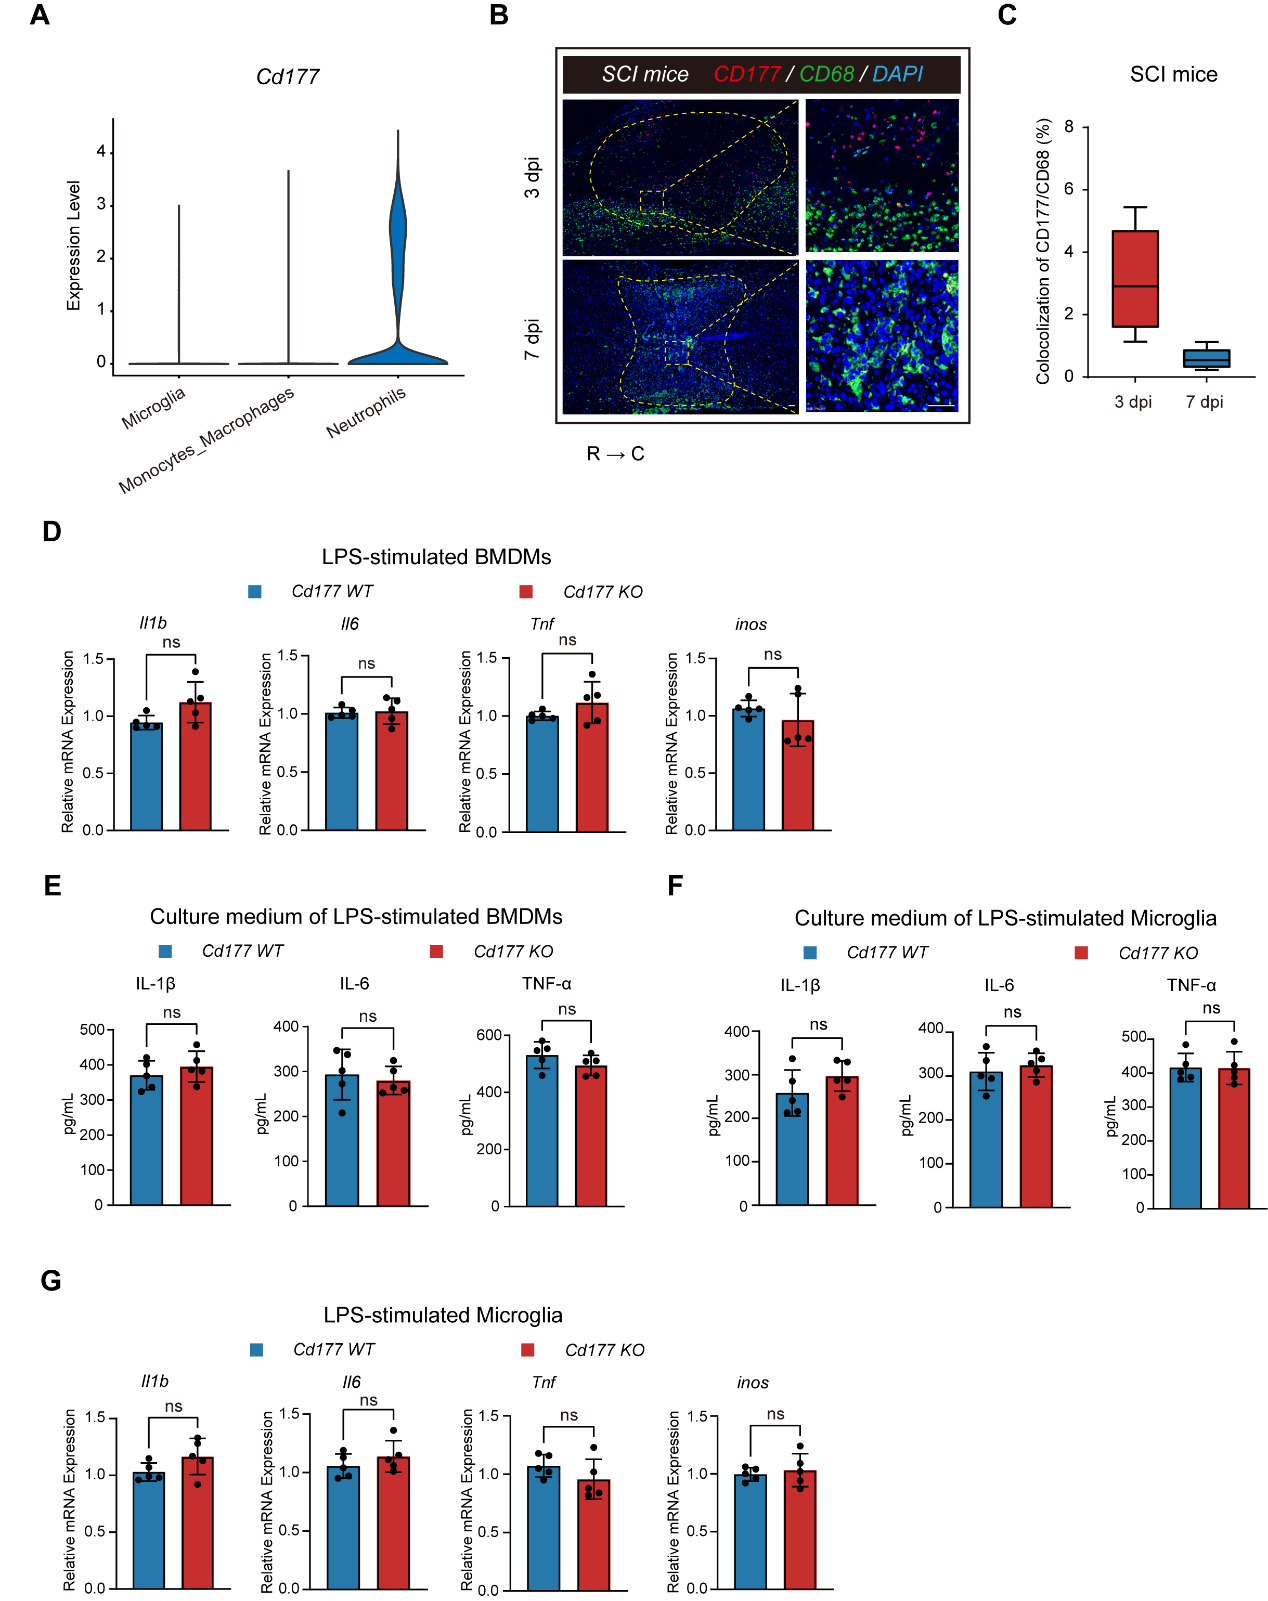
**

**Figure. S8｜The Role of CD177 in Macrophage/Microglia Expression and Inflammatory Response.**

(**A**) Violin plot showing *Cd177* expression in neutrophils, macrophages and microglia based on the scRNA-seq data. (**B** and **C**) Representative IF images (**B**) and corresponding quantification (**C**) depicting the co-localization of *CD177* (green) and CD68 (red) in the lesion sites at 3 and 7 days post-spinal cord injury (SCI) (n = 5). (**D** and **E**) Quantification of pro-inflammation cytokine levels in LPS-stimulated *Cd177* WT/KO BMDMs measured by qPCR (**D**) and ELISA (**E**), n = 5. (**F** and **G**) Quantification of pro-inflammation cytokine levels in LPS-stimulated *Cd177* WT/KO microglia measured by qPCR (**F**) and ELISA (**G**), n = 5. Scale bar = 200 μm. Dashed lines indicate the lesion center and the boxed areas are shown magnified. R rostral, C caudal. All data are presented as means ± SD; ns indicates not significant; Unpaired two-sided Student’s t-test (**D**-**G**)

**
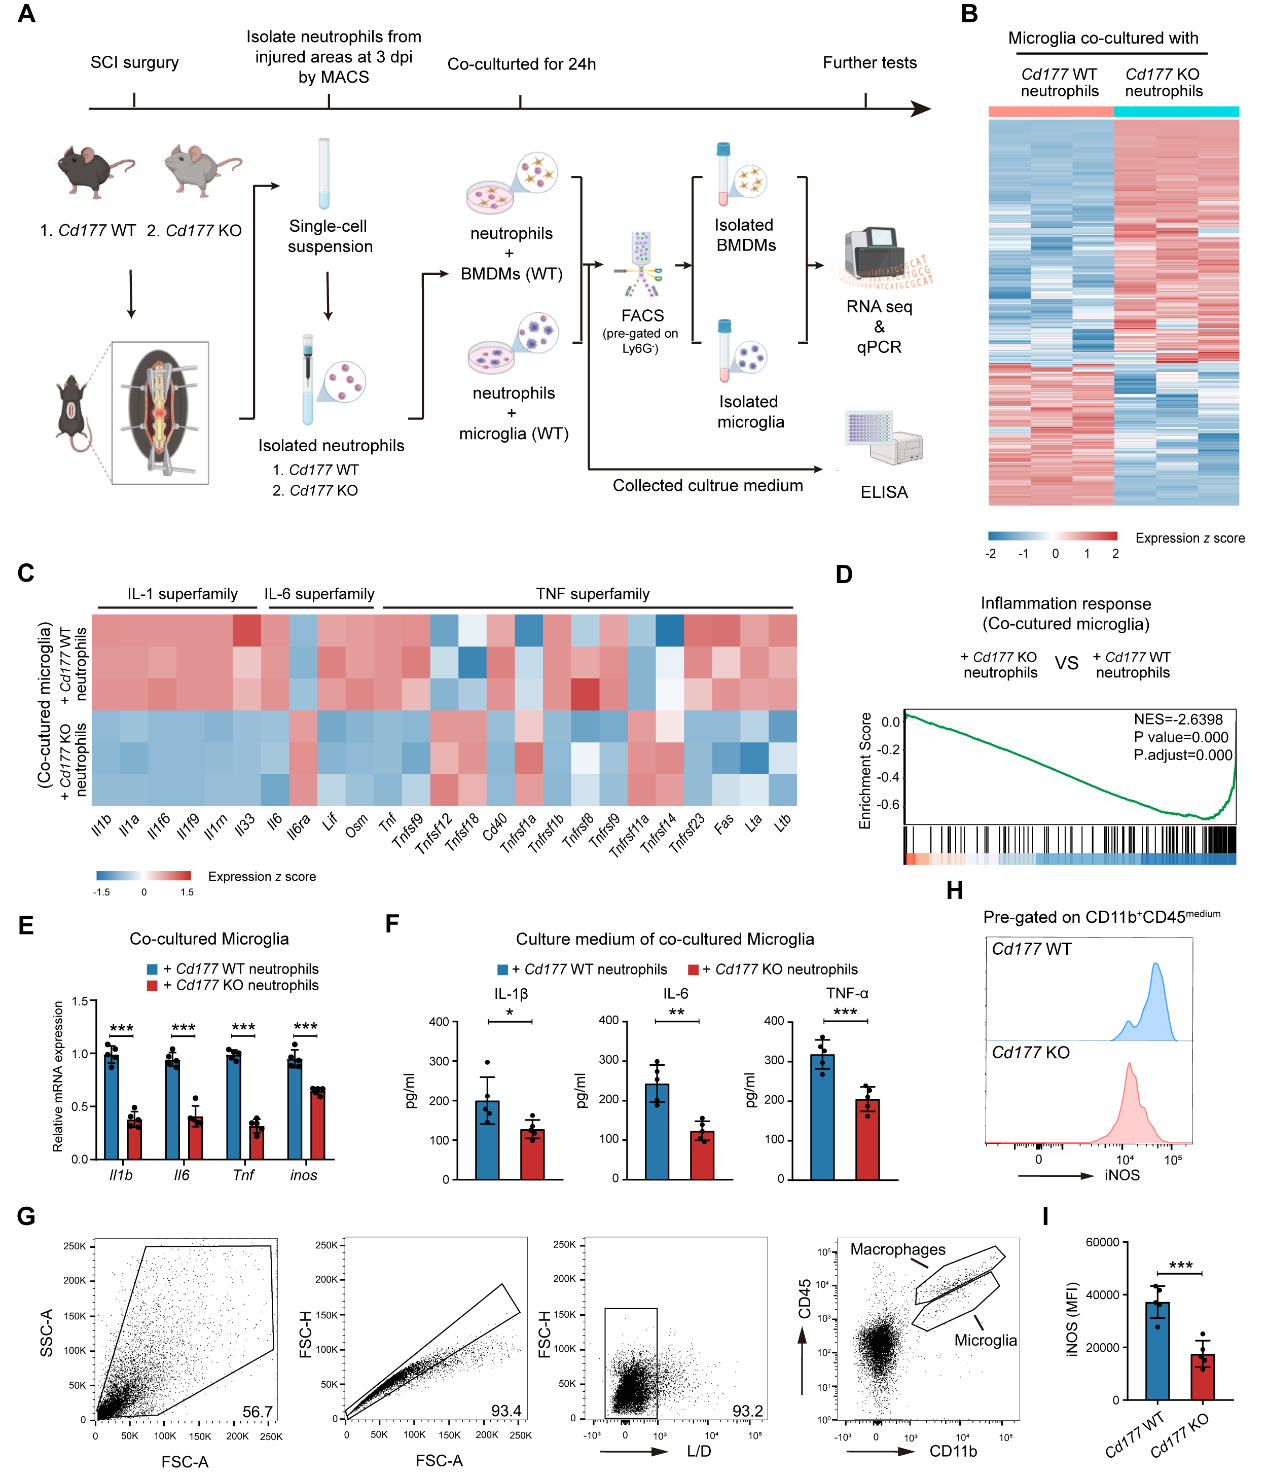
**

**Figure. S9｜*Cd177* deficiency in neutrophils inhibited pro-inflammatory polarization of BMDMs and microglia both *in vivo* and *in vitro*: related to Figure. 6.**

(**A**) Schematic diagram of isolation of infiltrating neutrophils post-SCI, co-culture system set-up, and further tests targeting BMDMs or microglia. (**B**) Heatmap of DEGs in microglia co-cultured with isolated infiltrating neutrophils from *Cd177* WT or KO mice at 3 dpi (n = 3). (**C**) Heatmap showing DEGs related to cytokine production and release in microglia co-cultured with isolated *Cd177* WT or KO neutrophils. (**D**) GSEA indicating the distribution of genes in the inflammation response pathway based on RNA-seq data. (**E** and **F**) Quantification of pro-inflammation cytokine levels in the co-culture system measured by qPCR (**E**) and ELISA (**F**), n = 5. (**H** - **I**) Representative flow cytometry analysis (**H**) and quantification (**I**) of iNOS mean fluorescence intensity (MFI) from isolated CD11b^+^CD45^medium^ cells (defined as microglia) from the injured area in *Cd177* WT or KO mice at 7 dpi (n = 5). Representative flow cytometry gating strategy of macrophages and microglia is shown in (**G**). All data are presented as means ± SD; **P < 0.01, ***P < 0.001; Unpaired two-sided Student’s t-test (**E**, **F** and **I**).

**
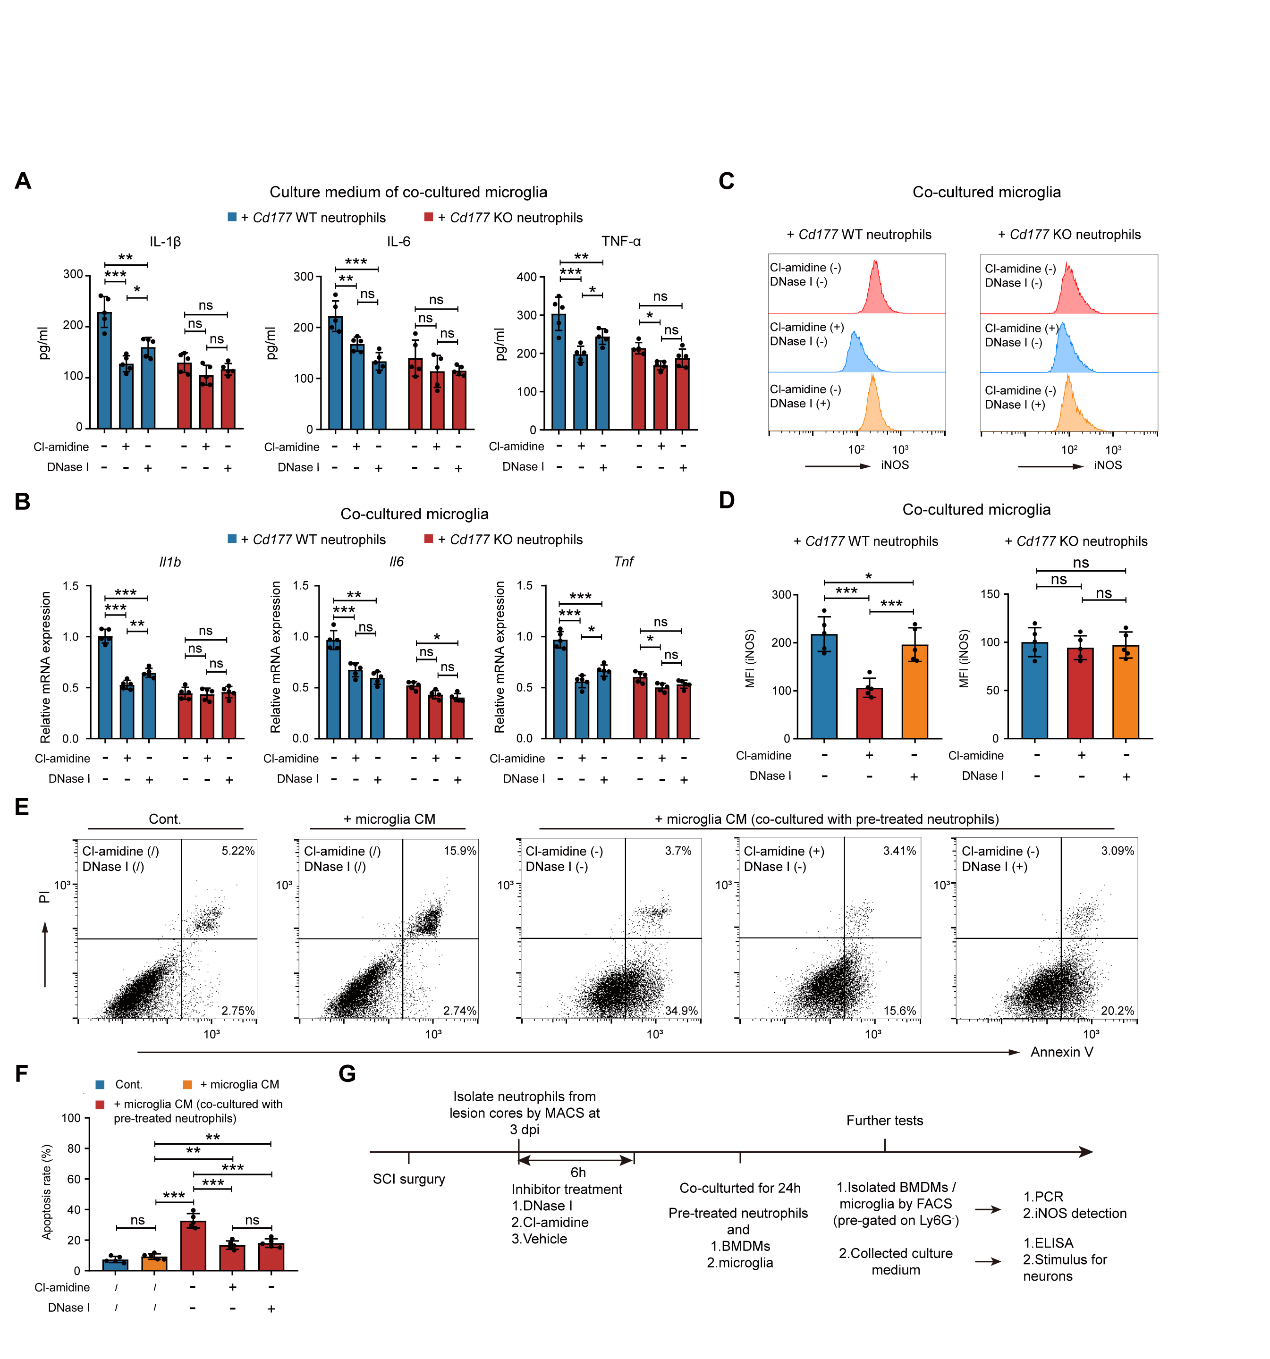
**

**Figure. S10｜Inhibition of NET formation attenuates CD177^+^ neutrophil-induced pro-inflammatory polarization of macrophages and microglia: related to Figure. 7.**

(**A** and **B**) Relative pro-inflammation cytokines of microglia were measured through ELISA (**A**) or qPCR (**B**). microglia had been co-cultured with isolated *Cd177* WT or KO neutrophils which were pre-treated with Cl-amidine, DNase I, or vehicle controls (n = 5). (**C** and **D**) Representative histograms (**C**) and statistical analysis (**D**) of the MFI show the expression of iNOS on the microglia co-cultured with isolated *Cd177* WT or KO neutrophils which were pre-treated with Cl-amidine, DNase I, or vehicle controls (n = 5). (**E** and **F**) Representative flow cytometry analysis (**E**) and quantification (**F**) of neuronal apoptosis in different groups through Annexin V-FITC/PI double staining. Neurons were treated with vehicle controls, microglia CM, or microglia CM (co-cultured with pre-treated neutrophils), n = 5. (**G**) Experimental design diagram of the co-culture system, inhibitor apply, and further tests. All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01, ***P < 0.001; Two-way ANOVA test (**A**, **B**, **D**, and **F**).

**
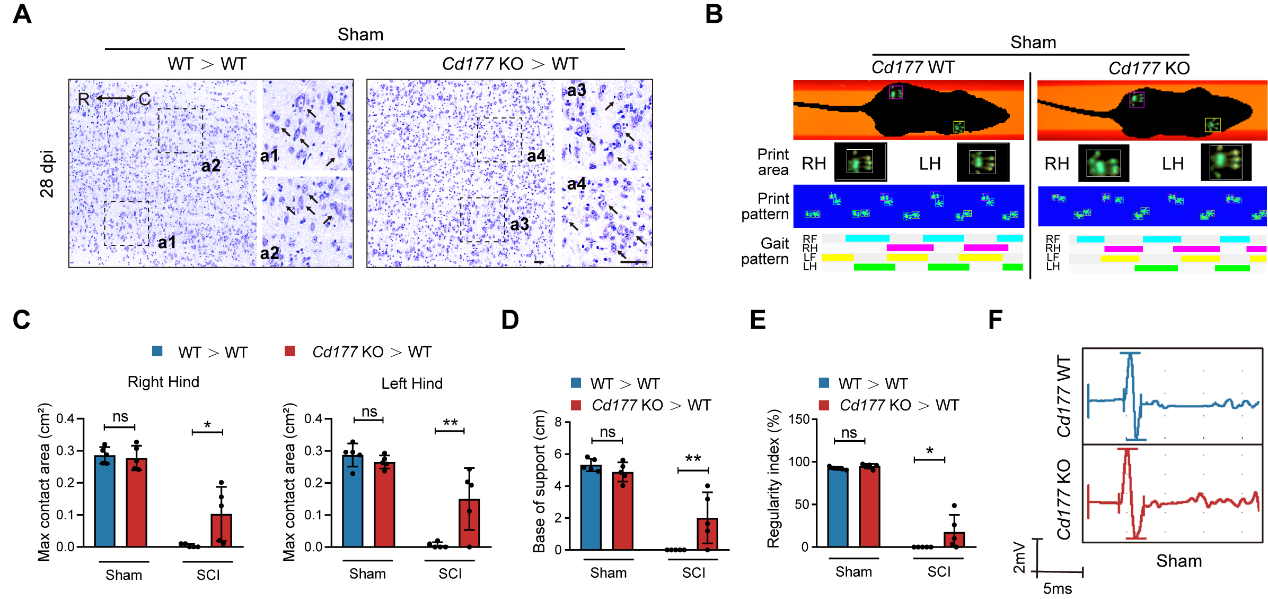
**

**Figure. S11｜Substitution of *Cd177* WT bone marrow with *Cd177* KO bone marrow eased inflammation and promoted functional recovery post-SCI: related to Figure. 8.**

(**A**) Representative photomicrographs of the Nissl-stained neurons in *Cd177* KO > WT and WT > WT groups after sham surgery at 28 dpi (n = 5). Scale bar = 200 μm. The boxed areas are shown magnified. R rostral, C caudal. (**B**) Representative images showing the maximal print area of left and right hind paws, print- and gait pattern of Catwalk analysis from *Cd177* KO > WT and WT > WT groups after sham surgery. Catwalk gait analysis was performed after the final BMS testing at 28 dpi (n = 5). (**C**, **D** and **E**) Statistical analysis of Catwalk analysis results (n = 5): evaluation of maximal contact paw print area (**C**), BOS (**D**) and regularity (**E**). (**F**) Representative images of MEP tests of hind paws in *Cd177* KO > WT and WT > WT groups after sham surgery at 28 dpi (n = 5). All data are presented as means ± SD; ns indicates not significant, *P < 0.05, **P < 0.01; One-way ANOVA test (**C**, **D** and **E**).

**
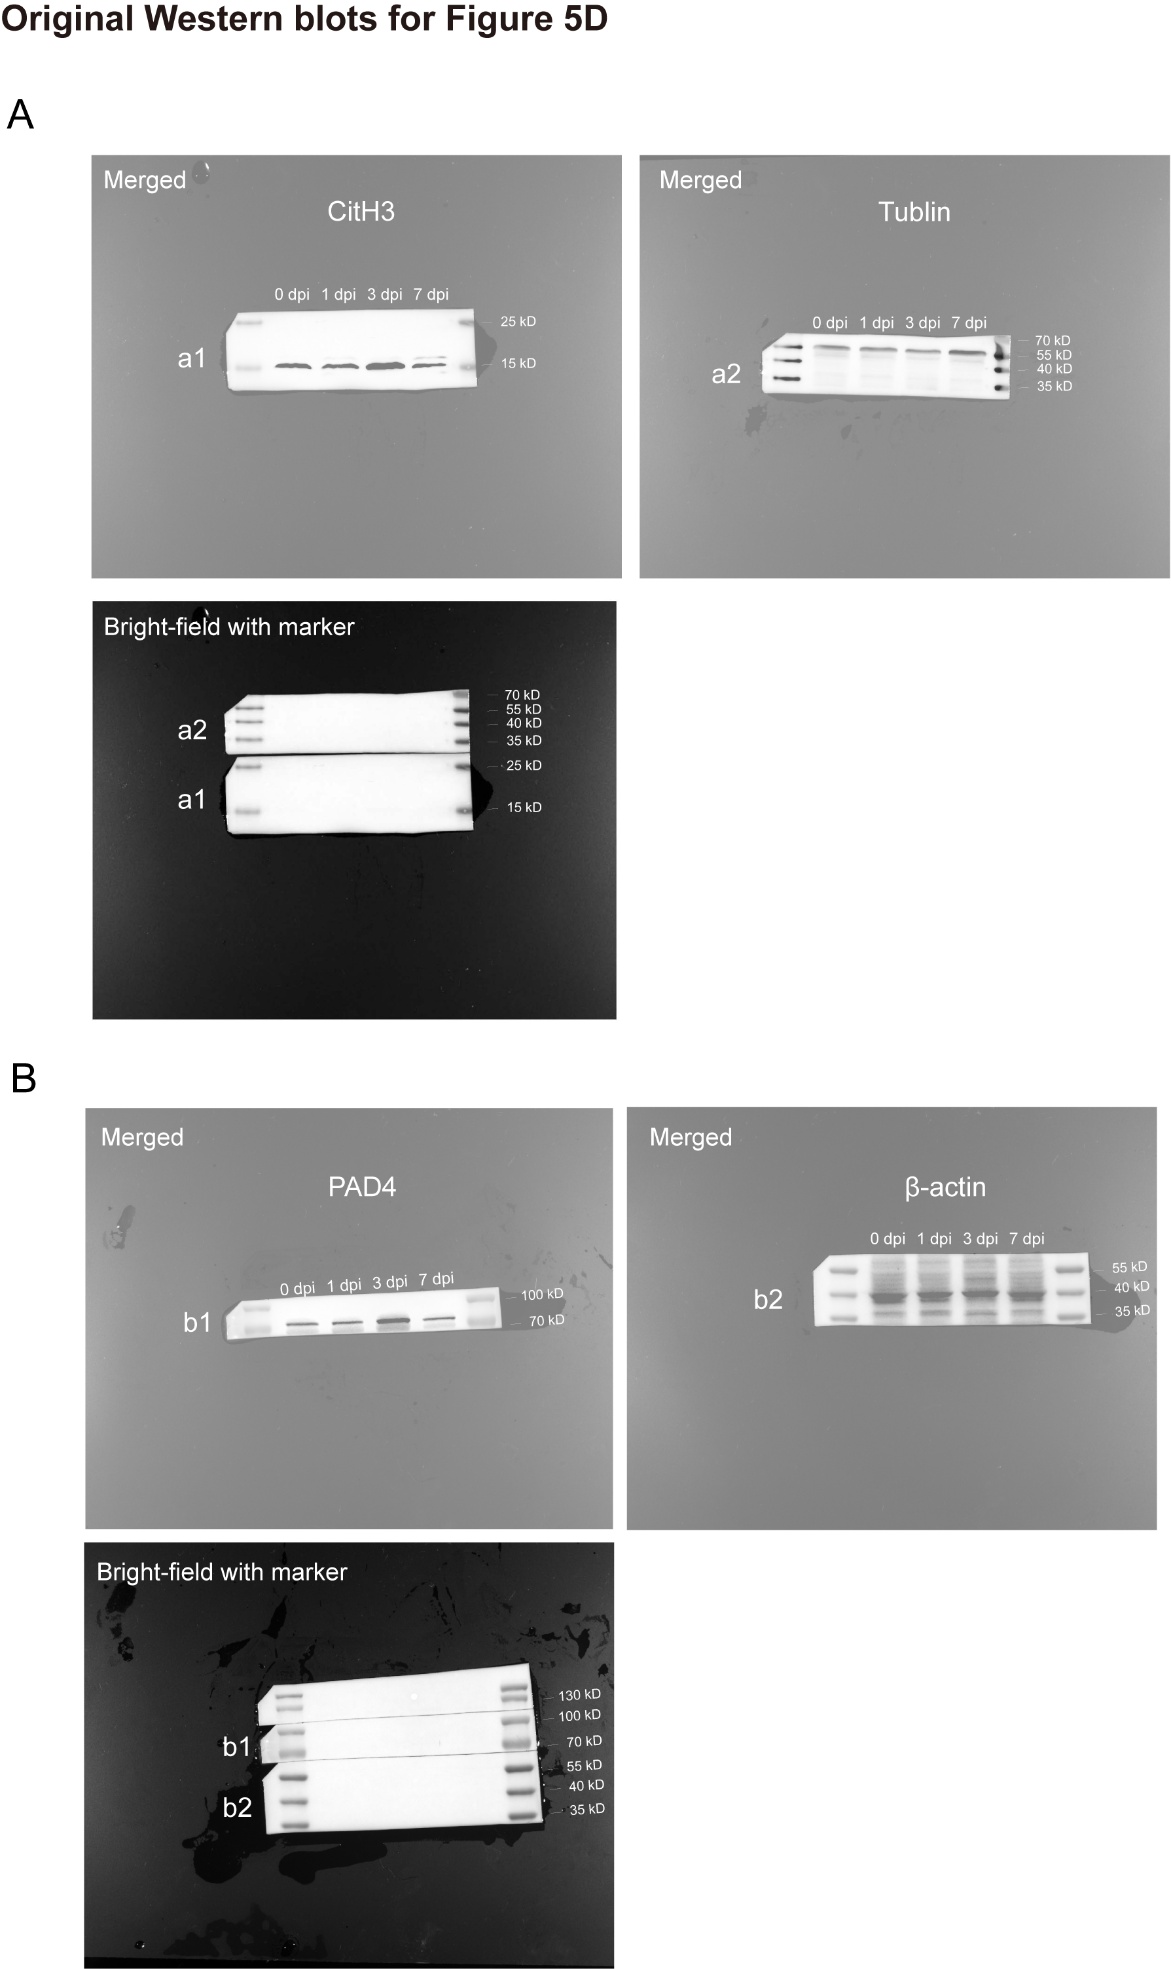
**

**Figure. S12｜Original Images of Representative Western blot images. Related to Figure. 5.**

**Table S1. Descriptive data and disease characteristics of SCI patients and healthy donors.**

|  | **SCI patients**  **(n = 47)** | **Healthy donors**  **(n = 33)** | **P-value** | **Test** |
| --- | --- | --- | --- | --- |
| **Sex (M/F)** | 29/18 | 11/12 | 0.3111 | Two-tailed Fisher's exact test |
| **Age (Years)** | 44.89 ± 11.72 | 45.79 ± 9.930 | 0.7219 | Two-tailed unpaired t test |

**Table S2. Descriptive data of SCI patients.**

How the deposited data were processed for this re-analysis (not part of the article)

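RNA-seq values of 6 libraries were analysed, 3 of BMDMs labelled as co-cultured with *Cd177* WT neutrophils and 3 labelled as co-cultured with *Cd177* KO neutrophils (24 h, neutrophils from the lesion at 3 dpi). Each column of the table carried the title of one sample, and no column of per-sample values was left unmatched. Samples of microglia, single-cell data and in vivo measurements were not analysed here.

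The authors deposited FPKM per gene and library for 55335 unversioned mouse Ensembl identifiers. The aligner, the quantification tool, the annotation and the genome build are not stated in the paper's text. The authors tested differential expression with DESeq2, whose input counts are not part of this table. The labels and the methods name different RNA extraction reagents, library kits and sequencers. Of the identifiers, 55154 (99.7%) matched GENCODE M21 (GRCm38), from which symbols, positions, transcript lengths and GC content were taken. FPKM corrects for gene length and for the total of each library, so a large change in abundant genes shifts the values of all others, and the column sums differed between libraries (medians 305500 in WT and 308973 in KO). Exact zeros were treated as listed values and not as proof of absence, since some expressed genes such as *Qser1* are listed at 0 in one library.

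The depth was estimated from low values. For the 34186 genes with 1 annotated transcript, FPKM times transcript length was searched for its most common value, taken as the step of a library. The search covered one fixed range, the same for all libraries, so a depth outside that range could not have been found. Placing the step where values were densest also raises the share of whole multiples given next. Between 39.7% and 43.5% of values up to about 6 steps lay within 0.1 of a whole multiple, where 20% would by chance, so whole fragments could not be recovered and no count test was run. The implied depth was between 17600000 and 20300000 fragments per library, which bears on the low genes in particular.

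Values were tested as log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend, two-sided), without covariates, in the 13367 genes with a mean of at least 0.5 FPKM over the 6 libraries, with Benjamini-Hochberg adjustment over these genes. The study's threshold (fold change above 2, unadjusted p-value under 0.05) was applied to the same test. Gene lists were drawn up from general knowledge and tested with camera (inter-gene correlation 0.01) where at least 5 genes were tested, adjusted over the 9 lists that were. They covered the genes of Fig. 6D, inflammatory response, neutrophil markers, macrophage identity, alternative activation, interferon response, proliferation, hypoxia and glycolysis, and cholesterol synthesis. The lists of qPCR genes, spinal cord, lymphocyte, dendritic cell and sex-linked genes had fewer tested genes and were only described. The enrichment score came from fgsea 1.28.0 with a fixed seed, and its p-value is not reported. Genes named in the text are those of Fig. 6D, *Nos2*, *Cd177*, members of the lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 FPKM, groups that do not overlap and a symbol other than a clone name. *Qser1* was named after its values were seen.

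The tests were checked on simulated data with the mean log2 values of the libraries labelled WT and normal noise of the spread that limma fitted. Of 200 changed genes among 13367, 165 (82.5%) were recovered in the right direction, with 9 false calls. With no change, none of 13367 genes was called and 5.1% had an unadjusted p-value under 0.05. A list of 113 genes shifted by -0.8 on the log2 scale was found, and 1 of 40 unshifted lists had a camera p-value under 0.05. The simulated genes were independent of each other, which real genes are not. The noise met limma's own assumptions, and far fewer genes changed than the 5027 called in the real data. The shares of recovered genes and false calls therefore need not hold for these libraries.

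The alternatives were pseudocounts of 0.1 and 1, other filters on low values, 4 ways of scaling between libraries, a robust variance estimate, the replicate number as a block, each library left out in turn, other thresholds, other set tests and another ranking. These, the gene lists, the tests and the rule for named genes were set before the data were examined, with some exceptions. The tests on neutrophil RNA, exchanged labels and depth followed the results they bear on. The replicate numbers are shared between the groups, and neither the paper nor the labels say that they mark a common batch. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for the remaining steps.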

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

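The scaling, GC content and other-split tests of the lists were set before their outcomes were seen, and those on neutrophil RNA, on exchanged labels and on depth were chosen only after the results they bear on were seen. The paper does not report on these lists in these libraries.

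Genes of the interferon response were lower in the libraries labelled KO. All 44 genes of the list were lower at an adjusted p-value under 0.05 (limma), with a median log2 fold change of -3.28 (camera adjusted p = 4.68e-52) against -0.87 for the inflammatory response list. *Isg15* had 266, 253 and 366 FPKM in the libraries labelled WT and 6.33, 6.04 and 7.12 FPKM in those labelled KO, and *Ifit3* went from 128 ± 11.1 to 3.08 ± 1.22 FPKM (SD, n = 3 each). The median was -3.46 with median-of-ratios scaling and -3.43 after each library was corrected for GC content and transcript length, and it lay between -3.29 and -3.12 with each library left out, which argues against these trends as the whole cause. More neutrophil RNA in the libraries labelled WT is argued against by the neutrophil markers, whose median was 1.38 and thus higher in those labelled KO. That list includes the paper's N2 markers *Camp*, *Ngp*, *Ltf* and *Cd177*. The paper's N1 markers *Cxcl3*, *Cxcl2*, *Cd14* and *Il1b* fell, with log2 fold changes of -5.92, -4.47, -3.33 and -3.11. A difference in which neutrophil subsets were left over is therefore not excluded. For the interferon list, only 1 of the 10 splits of the 6 libraries gave a camera p-value as small, but all 10 gave one under 0.05. The other splits keep part of the real contrast, so a small camera p-value does not by itself set the real grouping apart. With the correlation estimated from the data the adjusted p-value was 0.000462. An exchange of the group labels, a difference in how each group's cultures were made and an effect of the neutrophils' genotype stay open. None of them was tested on this list. The direction of the paper's qPCR genes, given under *Cd177* below, argues against an exchange of the sequencing labels alone.

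Proliferation genes were higher in the libraries labelled KO, in all 40 genes tested and in 38 with an adjusted p-value under 0.05 (limma), with a median of 1.06 (camera adjusted p = 8.06e-13). The median was 0.85 with median-of-ratios scaling and 0.90 after the correction for GC content and length. Cholesterol synthesis genes were higher in 21 of 22 genes, with a median of 0.77 (camera adjusted p = 2.96e-05), which was 0.55 and 0.57 in the same checks. Hypoxia and glycolysis genes were lower in 26 of 33 genes, with a median of -0.74 (camera adjusted p = 5.13e-10), which was -0.97 and -0.94. This list was split, with 21 genes lower and 5 higher at an adjusted p-value under 0.05 (limma). Among those higher, *Adm* rose from 2.29 to 14.9 FPKM on average. Scaling and GC content or length thus shifted these medians without removing them. For each of the 3 lists, 1 of the 10 splits gave a camera p-value as small, while 10, 7 and 9 splits gave one under 0.05. The median of all genes was itself 0.19, so changes up to that size carry no direction of their own. Whether these lists follow the neutrophils' genotype or another difference between the cultures was not tested.

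Neutrophil markers were higher in the libraries labelled KO. Of 28 genes, none of them shown in Fig. 6D, 18 were tested, *Cd177* among them, and 16 were higher, with a median log2 fold change of 1.38 (camera adjusted p = 4.80e-05). Without *Cd177* the median was 1.39. *Ngp* went from 12.9 ± 2.29 to 107 ± 2.80 FPKM and *Ltf* from 3.92 ± 0.274 to 37.0 ± 2.93 FPKM (SD, n = 3 each). *Ly6g*, the sorting marker, was listed at 0 in all libraries labelled WT and had 0.66, 0.547 and 0.403 FPKM in those labelled KO. *S100a8* had a log2 fold change of 0.69 and *S100a9* of 1.39, while *Mmp8* fell, with -1.12. The median was 1.22 with median-of-ratios scaling and 1.20 after the correction for GC content and length, which argues against these. Over all alternatives it lay between 0.84, without the filter on low values, and 1.78, with pseudocount 0.1. A candidate explanation is that neutrophils were left after sorting. The most abundant transcript of the list, *S100a9*, rose by 144 FPKM, but without a library of the neutrophils alone their share is unknown, and the libraries labelled WT already had between 75.9 and 113 FPKM of *S100a9*, so how much of the list BMDMs express themselves is unknown too. Left-over neutrophils and a change in the BMDMs cannot be told apart. Of the 10 splits, 1 gave a camera p-value as small and 4 gave one under 0.05.

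*Cd177* was higher in the libraries labelled KO, with a log2 fold change of 1.37 (higher in 3 of 3 libraries, and 1.22 with median-of-ratios scaling, which argues against scaling as the cause). Exchanged group labels may explain this, but of the other 17 tested neutrophil markers 15 were higher too, 13 of them with an adjusted p-value under 0.05 (limma), so a larger amount of neutrophil RNA would raise it under either labelling if the knockout allele still gives a transcript. The paper's Fig. 6F, read by eye, gave KO to WT ratios of about 0.34, 0.31, 0.43 and 0.52 for *Il1b*, *Il6*, *Tnf* and *Nos2*. On the FPKM + 0.5 scale the libraries as labelled gave 0.116, 0.127, 0.478 and 0.0863. All of these fall, which argues against an exchange of the sequencing labels alone. It does not bear on an exchange that the qPCR samples share. The sequenced BMDMs carry the intact gene, and for *Cd177* itself the explanations cannot be told apart without reads over the targeted sequence.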

How the results depend on the processing

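The inflammatory response list stayed lower and the neutrophil list higher, each with a p-value under 0.05, under every alternative that was run. The median of all tested genes was 0.19 on the log2 scale with FPKM as deposited, -0.01 with median-of-ratios scaling, 0.00031 with upper-quartile scaling, 0.20 with values rescaled to TPM and 0.03 with quantile normalization.

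Scaling changed the balance of directions. At an adjusted p-value under 0.05, 72.0% of the genes were higher in the libraries labelled KO as deposited, 47.7% with median-of-ratios scaling (2057 higher, 2259 lower), 49.6% with upper-quartile scaling (2122 higher, 2152 lower) and 55.7% with quantile normalization. At the study's threshold the share was 60.1% as deposited and 40.3%, 41.4% and 44.4% with these, with 534, 552 and 572 genes higher. The total at an adjusted p-value under 0.05 went from 5027 to 4316, 4274 and 4354, of which 3465, 3530 and 3716 were among the 5027.

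With a mean of at least 5 FPKM, fewer genes were tested (6835), and the counts fell to 757 at the study's threshold (386 higher, 371 lower) and to 2739 at an adjusted p-value under 0.05 (1756 higher). Of Fig. 6D, 6 genes were lower under either adjustment, and 1 of the qPCR genes was. With pseudocount 0.1, 1359 genes were higher at the study's threshold, against 893. With a fold change above 1.5 the study's threshold gave 3546 genes, and 2929 genes had an adjusted p-value under 0.01. With each library left out in turn, between 3479 and 5966 genes had an adjusted p-value under 0.05.

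The enrichment score of -2.97 kept its sign. It was -2.89 without a filter, -2.93 and -2.698 with a mean of at least 1 and 5 FPKM, -2.62 with median-of-ratios, -2.64 with upper-quartile and -2.72 with quantile scaling, -3.01 rescaled to TPM, -3.12 ranked by log2 fold change, and from -3.05 to -2.97 with each library left out.

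Of the 33 named genes tested, *Tnfrsf9* and *Lifr* changed their side of the threshold: *Tnfrsf9* passed with median-of-ratios, upper-quartile and quantile scaling and without WT replicate 3, and *Lifr* failed without KO replicate 1. The alternative activation list, which did not pass (camera, adjusted p = 0.558), went from higher to lower with a mean of at least 5 FPKM, where its unadjusted camera p-value was 0.894. The 7 lists that passed with camera also passed with an estimated correlation and under fry. Under fry, alternative activation and macrophage identity passed as well. Fry asks only whether a list's own genes change, so passing it does not set a list apart from the other genes. At an adjusted p-value under 0.05 (limma), alternative activation had 9 genes higher and 5 lower, and macrophage identity 2 and 2. The causes of the other changes were not tested.

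The groups share replicate numbers. The deviations of same-numbered libraries from their group means correlated across genes with r = 0.116, 0.036 and 0.264 for replicates 1, 2 and 3. These values do not exclude an effect shared by same-numbered libraries, above all by replicate 3. The main test nevertheless left the samples unpaired. With the replicate block, 5934 genes had an adjusted p-value under 0.05 and 1490 passed the study's threshold. Replicate 3 of each group deviated with transcript length (Spearman's rho -0.487 in WT and -0.275 in KO, across genes, which are not independent replicates), in the same direction in both groups.

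The depth implied by the low values overlapped between the groups (ratio of medians 1.02). The step behind it was sought in one fixed range for all libraries, so a depth outside that range could not appear. Depth as a cause of the 5027 genes is therefore not excluded. Without counts the precision of genes under about 1 FPKM is unknown too. Of the 10 splits of the 6 libraries, only the real one gave as many genes at either threshold (at most 2 genes at an adjusted p-value under 0.05 and 50 at the study's threshold in the others), as many Fig. 6D genes, as many qPCR genes and a camera p-value as small for the inflammatory response list. The enrichment score was as far from 0 in 3 of the 10 splits and as many lists passed in 2 of the 10. The other splits mix the labels unevenly and so keep part of the real contrast. These counts therefore cannot decide whether the real grouping stands apart. The genes of Fig. 6D, among them *Il1b*, *Il6* and *Tnf* of the qPCR genes, were chosen by the study on the real grouping, so their split counts carry no weight. With 10 splits the share cannot fall below 0.1.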

Differences from the paper's values

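The paper's qPCR values are relative to a reference gene, and the paper does not say whether their replicates include the sequenced cultures. The values here are ratios on the FPKM + 0.5 scale. For *Il1b*, the ratio of KO to WT was 0.116 here and is about 0.34 in the paper's Fig. 6F, read by eye, and none of the alternatives set before the data were examined closed the gap. For *Il6* it was 0.127 here and is about 0.31 in the paper's Fig. 6F, read by eye, and with pseudocount 1 it was 0.208, which is within 1.5 times of the paper's value, while the other alternatives did not close the gap. For *Nos2* it was 0.0863 here and is about 0.52 in the paper's Fig. 6F, read by eye, and none of the alternatives closed the gap. For *Tnf* it was 0.478 here and is about 0.43 in the paper's Fig. 6F, read by eye. It stayed within 1.5 times of the paper's value under every alternative, from 0.411 with median-of-ratios scaling to 0.509 without WT replicate 3. *Nos2* had 5.98, 6.86 and 3.94 FPKM in the libraries labelled WT and 0.0444 FPKM in KO replicate 2, and was listed at 0 in KO replicates 1 and 3. Without a pseudocount, the ratio of mean FPKM was 0.0647 for *Il1b*, 0.0274 for *Il6* and 0.00265 for *Nos2*, each further from the paper's value than with it. The ratio of 0.0863 for *Nos2* is thus set largely by the pseudocount, and the ratio of 0.00265 rests on the 1 library labelled KO with a value above 0.

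The normalized enrichment score of inflammatory response genes was -2.97 here and is about -2.7 in the paper's Fig. 6E, read by eye, with different gene lists. With a mean of at least 5 FPKM it was -2.698 and with quantile normalization -2.72, and the other alternatives set before the data were examined did not come as close.

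The paper shows the genes of Fig. 6D as differentially expressed. Here 15 of the 21 tested passed the study's threshold, and *Il1f9*, *Il1rl1*, *Tnfsf11*, *Tnfsf14*, *Tnfrsf9* and *Tnfrsf22* did not reach its fold change. *Il1r2* and *Tnfrsf8* were below the filter and did not pass without it. The pseudocount bears on these misses. Without it, mean FPKM fell more than 2-fold from WT to KO in *Tnfsf11* (2.28 to 0.960) and *Tnfsf14* (2.11 to 0.889). The same held for *Tnfrsf9* (0.773 to 0.318), *Tnfrsf22* (4.38 to 1.94) and *Il1r2* (0.635 to 0.248). *Tnfrsf8* rose more than 2-fold (0.0677 to 0.282). *Il1f9* (1.26 to 0.676) and *Il1rl1* (6.41 to 3.27) fell less than 2-fold. With a fold change above 1.5, 20 passed, all but *Il1f9* among those tested. *Tnfsf11*, *Tnfsf14* and *Tnfrsf22* also passed with pseudocount 0.1, and these and *Il1rl1* with median-of-ratios, upper-quartile or quantile scaling, where *Il18* no longer passed. Single left-out libraries let *Tnfsf11* (KO replicate 3), *Tnfsf14* (KO replicate 2) and *Tnfrsf22* (WT replicate 3, KO replicate 1 or KO replicate 2) pass. Other alternatives lost genes. With pseudocount 1, 13 genes passed, without *Lifr* and *Tnfsf4*. Without WT replicate 3, *Tnf* did not reach the fold change (log2 fold change -0.97), and without any one of the libraries labelled WT *Tnfsf4* fell below the filter, so that 14 genes passed in each of these 3 fits. With a mean of at least 1 FPKM, 16 genes were tested and 12 passed, and with a mean of at least 5 FPKM all 7 tested genes passed.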

Other observations

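The test of the interferon genes' share in the inflammatory response list was set before its outcome was seen. A candidate explanation for the fall of that list was that interferon genes carry it, since the interferon list fell further. The lists share 5 genes. Without them, 108 genes of the inflammatory response list were tested, 82 were lower, the median was -0.79 and the camera p-value was 5.72e-22, so the shared genes do not carry the fall. Genes outside the interferon list that respond to interferon were not removed.

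*Nos2*, *Il1b*, *Il6* and *Tnf*, which the paper also measured by qPCR, were each lower in the libraries labelled KO with an adjusted p-value under 0.05 (limma). Of these, *Il1b*, *Il6* and *Tnf* are also shown in Fig. 6D. *Tnf* had the smallest log2 fold change of these, -1.06. As a set, the genes of Fig. 6D had a median log2 fold change of -1.54 (camera, adjusted p = 2.81e-12), but the study chose them on these libraries.

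The alternative activation list moved both ways. *Arg1* (166 and 0.359 FPKM on average in the libraries labelled WT and KO), *Tgm2* (301 and 31.1 FPKM) and *Clec7a* (596 and 109.8 FPKM) were lower in those labelled KO, while *Mrc1* (28.0 and 221 FPKM), *F13a1* (6.39 and 36.7 FPKM) and *Cd163* (0.126 and 2.97 FPKM) were higher. The 17 tested genes had a median log2 fold change of 0.55 and did not stand apart as a set (camera, adjusted p = 0.558). These 6 genes were picked from the list after their values were seen. In the macrophage identity list 7 of 10 genes were higher (median 0.14, camera, adjusted p = 0.317), but *Cd14* fell from 1009.5 to 99.4 FPKM and *Fcgr1* from 121 to 33.8 FPKM on average.

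Of the spinal cord list 3 of 12 genes reached the mean of 0.5 FPKM, of the lymphocyte list 1 of 12 and of the dendritic cell list 0 of 8, where the highest mean was 0.297 FPKM. The sex-linked list showed *Ddx3y* between 14.0 and 15.9 FPKM and *Xist* at 0.0147 FPKM or less in every library. *Cd79b* of the lymphocyte list had 0.822 FPKM on average in the libraries labelled WT and 4.10 FPKM in those labelled KO.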
